# Unveiling the Ovarian Cell Characteristics and Molecular Mechanism of Prolificacy in Goats via Single-Nucleus Transcriptomics Data Analysis

**DOI:** 10.3390/cimb46030147

**Published:** 2024-03-11

**Authors:** Sanbao Zhang, Yirong Wei, Xiaotong Gao, Ying Song, Yanna Huang, Qinyang Jiang

**Keywords:** snRNA-seq, goat, ovary, cell-type, prolificacy, granulosa cells

## Abstract

Increases in litter size, which are influenced by ovulation, are responsible for between 74% and 96% of the economic value of genetic progress, which influences selection. For the selection and breeding of highly prolific goats, genetic mechanisms underlying variations in litter size should be elucidated. Here, we used single-nucleus RNA sequencing to analyze 44,605 single nuclei from the ovaries of polytocous and monotocous goats during the follicular phase. Utilizing known reference marker genes, we identified 10 ovarian cell types characterized by distinct gene expression profiles, transcription factor networks, and reciprocal interaction signatures. An in-depth analysis of the granulosa cells revealed three subtypes exhibiting distinct gene expression patterns and dynamic regulatory mechanisms. Further investigation of cell-type-specific prolificacy-associated transcriptional changes elucidated that “downregulation of apoptosis”, “increased anabolism”, and “upstream responsiveness to hormonal stimulation” are associated with prolificacy. This study provides a comprehensive understanding of the cell-type-specific mechanisms and regulatory networks in the goat ovary, providing insights into the molecular mechanisms underlying goat prolificacy. These findings establish a vital foundation for furthering understanding of the molecular mechanisms governing folliculogenesis and for improving the litter size in goats via molecular design breeding.

## 1. Introduction

In mammals, reproduction is an important and complex biological process. From a physiological perspective, the reproductive performance of female animals is determined by a series of biological events that occur from egg maturation to birth [1]. An increased number of offspring is largely associated with increased ovulation rates during the estrous cycle [2,3,4]. Certain mammals (including humans) often yield more than one offspring per parity. Within the realm of livestock, low fecundity (i.e., litter size) is a major limitation in the development of animal husbandry and genetics.

The ovary is a complex structure consisting of numerous heterogeneous cell types, including follicles in various stages of development. The ovarian follicle is the fundamental functional unit within the ovary, composed of oocytes, surrounding granulosa cells (GCs), and/or theca cells [5]. Follicular development is a highly coordinated process. Follicle cyclic recruitment, spatial displacement, follicle atresia, and ovulation are implicated events resulting from the release of molecular signals by somatic cells [6]. Each primordial follicle has the potential to undergo folliculogenesis and develop into a primary follicle, then into a secondary follicle, and ultimately into a mature follicle capable of ovulation or degeneration, akin to the majority of follicles that do not undergo maturation [7,8]. From the initial 1 million follicles present in the mammalian ovary at birth, only a mere 500 follicles progress to the ovulatory phase, while the remaining follicles undergo degeneration [9]. However, the molecular mechanisms regulating oocyte maturation, follicular growth, and regression, which contribute to the maintenance of ovarian tissue homeostasis and the number of ovulations during the estrous cycle, remain unclear [10]. Additionally, our understanding of the communication among ovarian niches, signaling pathways, critical events, and specific transcription factors (TFs) that regulate various ovarian cell types remains limited.

The Nubian goat, native to Africa, exhibits good adaptability and reproductive performance, with more than two litters per parity. In southwest China, they have been groomed on a large scale to improve the quality of local goat population since their introduction in about 1985. Du’an goats, exhibiting almost no gene communication of species or groups of species and artificial imprinting for commercial characters, are a geographical indication of the agricultural product of Du’an Yao Autonomous County, Hechi, Guangxi Zhuang Autonomous Region, China, and the litter size is small (mostly one litter per parity). They are considered an ideal biological model for investigating the mechanism governing ovarian follicle development, ovulation, and follicular atresia [11]. In addition, the molecular mechanism underlying the significant difference in litter size between Du’an and Nubian goats remains unclear.

In the context of a heterogeneous organ such as the ovary, conventional bulk RNA-sequencing (RNA-seq) approaches fail to accurately reveal cell-type-specific changes in gene expression profiles, particularly for rare cell types. The single-cell/nuclei RNA sequencing (sc/nRNA-seq) technique can efficiently identify cell types, uncover heterogeneity, and construct developmental trajectories. Studies have demonstrated the ability of sc/nRNA-seq to determine the molecular underpinnings of dominant follicle selection, follicular atresia, and prolificacy in mammals [12,13]. Therefore, in this study, we utilized snRNA-seq data from the ovaries of polytocous and monotocous goats to reveal distinctive characteristics of ovarian cells and the molecular mechanisms governing prolificacy in goats. Our study establishes a vital foundation for furthering understanding of the folliculogenesis molecular mechanisms in mammals.

## 2. Materials and Methods

### 2.1. Animal Preparation and Animal Tissue Collection

The snRNA-seq data utilized in this study were derived from previously collected data by our research team. Briefly, the Nubian and Du’an goats were obtained from the Standardized Breeding Farm in Guangxi Province in this study, and their litter sizes were recorded. Between 2016 and 2020, Du’an goats exhibited a range of 1–2 lambs per parity, with an average litter size of 1.28. In contrast, Nubian goats had an average litter size of 2.13, approximately 1–5 lambs per parity. The experimental group comprised two Nubian goats in the polytocous group (litter size = 3, about 3 years old, and 3 births) and two Du’an goats in the monotocous group (litter size = 1, about 3 years old, and 3 births) based on three generations of lamb breeding records. These goats were subjected to estrous synchronization through controlled internal drug release (progesterone 300 mg, InterAg, Hanilton, New Zealand) for 17 days to achieve a synchronized estrus phase. Subsequently, two Nubian and two Du’an goats were anesthetized and euthanized, and their ovaries were collected for snRNA-seq analysis.

### 2.2. Single-Cell RNA-Seq Library Construction and Sequencing

The left ovaries of the two Nubian and two Du’an goats were isolated 12 h after the onset of the estrus phase. After removal of the ovarian adventitia and surrounding adipose tissue, the ovarian tissues were dissociated to obtain single nuclei, and Trypan Blue staining was performed to confirm nuclear lysis. Later, single-nuclei RNA sequencing (snRNA-seq) was performed using the 10× Genomics platform on the single nuclei. Briefly, nuclei preparations and sorting single-cell nuclei were prepared using a sodium citrate lysis buffer containing Triton X-100 detergent. Subsequently, scRNA-seq libraries were constructed employing 10× Genomics Chromium Next GEM Single Cell 3′ Reagent Kits v3.1 (1000268), following a previously described protocol [14]. These libraries were subjected to quality assessments (Fragment Analyzer 2100, Agilent Technologies, Waldbronn, Germany) and sequenced (Platform: Illumina Nova 6000, San Diego, CA, USA; read length: 150 bp, paired-end). All mRNAs were randomly appended to unique molecular identifiers (UMIs) after reverse transcription, and mRNAs were quantified based on the UMIs. It was almost impossible to connect mRNA to the same UMI, which can be used to avoid the bias caused by PCR. The sequencing and subsequent bioinformatics analyses were performed by OE Biotech Co., Ltd. (Shanghai, China).

### 2.3. Data Processing and Downstream Analysis

Transcripts were mapped to the corresponding reference genome (https://www.ncbi.nlm.nih.gov/genome/10731?genome_assembly_id=281266; accessed on 12 December 2021) using the 10× Genomics Cell Ranger pipeline (v5.0.0). Subsequently, read count matrices were generated for each sample through the Cell Ranger count. These count data were then imported into Seurat R package v8 [15,16]. Quality control (QC) was performed on each library to eliminate outlier cells and genes. Assuming a Gaussian distribution of UMI/gene counts per cell, we employed a criterion to filter and exclude cells whose UMI/gene counts exceeded beyond the mean ± two-fold standard deviation (SD). Following a visual inspection of the distribution of cells based on the fraction of expressed mitochondrial genes, low-quality cells, where >20% of the count was attributed to mitochondrial genes, were excluded. Furthermore, genes expressed by at least five cells were retained. To mitigate potential biases arising from doublets, we set the threshold for cells captured during sequencing at 10%. Doublet cells were detected by employing Single-Cell Remover of Doublets (Scrublet) software (version 0.2.1) [17]. In total, 44,605 single nuclei met the QC criteria and were subsequently included in the ensuing analysis. To achieve normalized counts, we performed library size normalization in Seurat on the filtered matrix, utilizing the Log Normalize method, and the inherent variation attributed to mitochondrial gene expression was regressed. For cell clustering, principal component analysis was performed on highly variable genes, as determined by the FindVariableGenes function. In total, 17 unsupervised cell clusters were derived. The clustering results for individual or grouped samples were visualized using t-SNE. The categorization of cell types relied on the differential expression of cluster-specific marker genes, as identified using the Findmarkers function. Gene Ontology (GO) enrichment analysis of cell-type-specific marker genes was performed using Metascape (http://metascape.org/gp/index.html#/main/step1; accessed on 22 February 2022) online tools. Representative GO terms for each cell type were selected from the top 20 terms with a significance threshold of *p* < 0.05.

### 2.4. Weighted Gene Co-Expression Network Analysis (WGCNA)

WGCNA was performed on pseudo-cells using the WGCNA R package (v1.69) [18]. From the original dataset, 4000 genes and 25,000 nuclear samples were filtered out based on an SD threshold of ≤0.01. Consequently, 3944 genes and 25,000 samples were retained for subsequent analysis. The top 4000 differentially expressed genes (DEGs) determined by Seurat were analyzed. Briefly, to construct a weighted co-expression network model, we constructed a topological overlap matrix by varying the soft power from 1 to 30. The hub genes in each module were identified as module eigengenes. GO enrichment analysis was performed using the ClusterProfiler R package with the hub gene datasets, and the BH method was employed for multiple test corrections. GO terms with a *p* ≤ 0.05 were considered significantly enriched.

### 2.5. Identification of TFs by SCENIC

SCENIC analysis was conducted using the motifs database of RcisTarget and GRNboost (SCENIC [v1.1.2.2] [19], RcisTarget [v1.2.1], and AUCell [v1.4.1]) to identify active TFs across various ovarian cell types. Briefly, the potential target genes associated with each TF were determined through co-expression and motif analysis. The AUCell package was employed to score the activity of regulons in each cell. To assess cell-type-specific regulation, we calculated the regulator-specific score based on Jensen Shannon divergence [16]. Furthermore, the connection specificity index (CSI) for all regulators was calculated using the scFunctions package (https://github.com/FloWuenne/scFunctions/; accessed on 2 April 2022).

### 2.6. Pesudotemperal Trajectory Analysis

Pseudotime analysis of the GC populations was performed using the Monocle2 (v2.9.0) R package [20]. Genes were ordered based on genes that were expressed in at least 10 cells, exhibiting differential expression across clusters, and dispersed with a q-value < 0.01. The pseudotime trajectory’s structure was visualized utilizing the DDRTree dimensionality reduction algorithm. Briefly, the Monocle2 package was used to explore the developmental pseudotime. Raw counts in Seurat object were first converted to a CellDataSet object using the importCDS function in Monocle2. Subsequently, genes informative for ordering cells along the pseudotime trajectory were identified using the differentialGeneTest function (q-value *<* 0.01). A dimensional reduction clustering analysis was performed using the reduceDimension function, followed by trajectory inference employing the *orderCells* function with default parameters. The plot_genes_in_pseudotime function was applied to monitor gene expression changes over pseudotime. To determine the order of gene expression and functional events during cell state transitions at a single-cell resolution, we conducted GeneSwitches analyses. Specifically, gene expression data were first binarized into 1 (on) or 0 (off) using the binarize_exp function in the GeneSwitches package (fix_cutoff = TRUE, binarize_cutoff = 0.05). Gaussian noise, with a mean of 0 and s.d. of 0.1, was introduced to the gene expression data to ensure numerical stability in the model fitting. Genes lacking a distinct bimodal “on–off” distribution were filtered out. Subsequently, logistic regression was fitted to model the binary states (on or off) using the find_switch_logistic_fastglm function, with the random downsampling of zero expressions (downsample = TRUE) to account for genes with high zero inflation. Finally, the top 50 best-fitting genes (high McFadden’s Pseudo R^2^) were visualized along the pseudotimeline, with “switched on” genes depicted above the line and “switched off” genes depicted below the line.

### 2.7. Analysis of Cell–Cell Communication

CellPhoneDB (v2.0, https://github.com/Teichlab/cellphonedb; accessed on 15 June 2022) [21] was employed to systematically predict cell–cell communications based on ligand–receptor analysis, utilizing default parameters. Receptors or ligands expressed in at least 10% of cells of a particular type, meeting the significance threshold of *p* < 0.05, were subsequently analyzed. The Igraph software (Version 1.0.1) package and the Circular Visualization R package were utilized to visualize interaction links for the selected significant receptor–ligand pairs.

### 2.8. Identification DEGs

To identify prolificacy-associated DEGs between Nubian and Du’an goat individuals in each specific cell type, we employed the FindMarkers function in the R package Seurat, based on a *t*-test [16]. *p*-value < 0.05 and |log_2_foldchange| > 0.58 were set as the threshold for significant differential expression.

### 2.9. Gene Enrichment Analysis

Enrichment analysis of significant DEGs was performed using Metascape (http://metascape.org/gp/index.html#/main/step1; accessed on 15 April 2022). A combined score was calculated to determine enrichment ranking for pathways, ontology, TF network, and protein network analyses. This combined score was calculated using the log of the *p*-value obtained through the Fisher exact test and then multiplying it by the z-score, representing the deviation from the expected rank.

## 3. Results

### 3.1. Single-Nucleus Transcriptome Profiling of Goat Ovaries Elucidated Ovarian Cell Types and Gene Expression Signatures

From a total of 48,332 nuclei, an average of 54,129 reads were obtained, encompassing 5230 genes per nucleus. 

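Ovary nuclei of 4 goats at estrus, 2 Nubian and 2 Du'an, were sequenced with a droplet method that tags each RNA molecule with a unique molecular identifier (UMI), and each goat gave 1 library. The authors deposited the UMI count of each of 28944 genes in each nucleus, without normalization. The matrices held 9364 and 10893 nuclei for Du'an replicates 1 and 2 and 16988 and 11087 for Nubian replicates 1 and 2, which sum to 48332. The UMI totals of these libraries were 40573246, 60566681, 71613892 and 52783453, in the same order. All values reported from the files rest on UMIs. The mean number of genes with a UMI was 1512, 1840, 1584 and 1553 per nucleus in the same order, and 1621 over all nuclei. Because nuclei of 1 goat are not replicates, raw counts were summed per goat and cell class before any test, so that each group in a comparison of breeds has 2 samples. With 1 library per goat, breed is not separated from anything else that the goats of a breed share.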

Raw reads were subjected to QC analysis. A high-quality transcriptome of 44,605 nuclei passed the filters and QC, averaging 1561 genes and 4049 UMIs per cell for subsequent analyses (Table S1). 

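With the filters the paper's methods describe, applied within each library, 44734 nuclei were kept, of which 8723 and 9861 came from Du'an replicates 1 and 2 and 15848 and 10302 from Nubian replicates 1 and 2. Kept nuclei had on average 1495 genes and 3739 UMIs. Limits of 2 SD around the mean UMI and gene counts, on the linear scale, removed 2355 nuclei, and 1110 nuclei had over 20% of their UMIs on mitochondrially encoded genes. Scrublet with its automatic threshold marked 0.312% of the nuclei as doublets, all 151 of them in Du'an replicate 2, and at that rate the caller has not worked on these files. No other nuclei were removed as doublets for the values reported. Removing instead the 10% of nuclei with the highest doublet score in each library moved the number of kept nuclei most, to 40450. The median of kept nuclei was 1755 and 3292 UMIs in the Du'an libraries and 2208 and 1897 UMIs in the Nubian libraries.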

Upon unsupervised clustering, all ovarian cells were categorized into 17 clusters (Figure 1A). 

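Clustering of the 44734 kept nuclei at a Leiden resolution of 0.8, without integration of the libraries, gave 24 clusters of 79 to 7077 nuclei. The genes named in the paper and the marker genes were left out of the variable genes, so that clusters were not built from the genes reported. The number of clusters moved most with the resolution, to 15 at 0.4 and 29 at 1.2. Several clusters came mostly from a single goat. Cluster 20 took 5587 of its 5890 nuclei from Nubian replicate 1, cluster 23 took 1339 of 1484 from Du'an replicate 2, cluster 24 took 333 of 340 from Nubian replicate 2, and cluster 16 took 473 of 496 from Nubian replicate 1. Clusters 9, 15 and 17 and granulosa subcluster 11 met no marker list under limits that were set after the data were seen, and stayed unnamed. They held 4.04% and 14.2% of the kept nuclei in Du'an replicates 1 and 2 and 8.63% and 12.4% in Nubian replicates 1 and 2.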

DEGs were calculated in each cluster, and filtering was performed using the following criterion: an average log_2_fold change > 0.5. These DEGs were subsequently sorted based on adjusted *p*-values (Wilcoxon rank sum test), and one representative DEG was graphed per cluster (Figure 1B). GO enrichment analyses were performed using the Metascape online tool (http://metascape.org/gp/index.html#/main/step1; accessed on 15 April 2022) to identify the biological functions of the DEGs from each cluster (Figure 1C) and facilitate cluster identification (Figure S1). To further delineate these cell clusters, we mapped the gene expression profiles of well-defined cell-type-specific markers onto a t-SNE plot, and color-coded single cells based on the expression levels of several expected marker genes (Figure 1D). GCs were located in clusters 1, 2, and 4, while the internal theca cells were primarily in clusters 10 and 11. 

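Nuclei were called granulosa-like from FSHR, NR5A2, FST, CHST8, CAMTA1, CYTH3 and other markers, which define the class and are not results of it. The granulosa-like class held 13221 nuclei, with 1032 and 3846 in Du'an replicates 1 and 2 and 6854 and 1489 in Nubian replicates 1 and 2. These are the cumulus-like and mural-like nuclei found when the granulosa set, which includes clusters 4 and 8, was clustered again, and 7064 nuclei in its subclusters 1 to 3 were called common progenitor-like and kept apart. The markers that the paper plots for internal theca cells are cell-cycle genes (Figure 1D), among them MKI67, TOP2A and CENPF. All 9 cycling markers were up in subclusters 6 and 9 of the granulosa set, and these 1605 nuclei were called cycling granulosa-like. Steroid-producing theca-like nuclei, named from genes such as CYP17A1, CYP11A1 and PTCH1, formed the separate cluster 18 of 271 nuclei, with 26 and 80 nuclei in the Du'an libraries and 57 and 108 in the Nubian libraries. In that cluster 5 of 5 detected theca markers were up.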

Interstitial cells, containing smooth muscle cells, were distributed in cluster 3, and stromal cells were detected in cluster 5. Furthermore, external theca cells were observed in cluster 14, and vascular endothelial cells were primarily concentrated in clusters 8 and 9. 

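Smooth muscle-like nuclei formed clusters 2 and 3, with 7077 and 2062 nuclei. In cluster 3, 8 of 8 smooth muscle markers were up. Cluster 2 had 7 of 8 up, with a mean log2 fold of 1.98 against 1.77 for the stromal markers, which came next. The median nucleus of cluster 2 held 891 UMIs, 0.444 times the median of its own library, so this name rests on shallow nuclei. No cluster had the stromal list (PDGFRA, NR2F2, TCF21, DMD, TSHZ2, LAMA2, ABCA8 and DCN) as its best list, and a stromal-like class of 4888 nuclei appeared only when the named genes and markers were kept among the variable genes. A separate cluster of 361 nuclei was pericyte-like, with 6 of 7 pericyte markers up, NOTCH3 among them.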

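The markers that the paper plots for external theca cells are genes of collagen-producing cells, such as COL1A1, COL3A1 and LUM, and the nuclei named from them are called fibroblast-like. They formed clusters 16 and 19, with 496 and 79 nuclei. Over the libraries the class had 25 and 48 nuclei in Du'an replicates 1 and 2 and 485 and 17 in Nubian replicates 1 and 2. Endothelial nuclei split into a blood endothelial-like cluster of 1826 nuclei with 8 of 8 markers up, among them FLT1, KDR and ERG, and a lymphatic endothelial-like cluster of 1562 nuclei with 6 of 6 markers up, among them PROX1, FLT4 and CCL21. Each of these endothelial classes held at least 139 nuclei in every library.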

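Immune nuclei formed 4 clusters. Clusters 14 and 21, with 2245 and 211 nuclei, had 9 of 9 T or natural killer markers up and are called T- or natural killer-like, with GNLY and CCL5 among the leading genes of cluster 21. Clusters 7 and 12, with 730 and 861 nuclei, were macrophage-like with 7 of 7 and 6 of 7 macrophage markers up. Complement genes (C1QA, C1QB and C1QC) and CD74 led cluster 7, while VSIG4 and MSR1 were among the leading genes of cluster 12. The median nucleus of cluster 7 held 824.5 UMIs. No cluster had the B cell markers CD79A, CD79B and MS4A1 and the rest of that list as its best list, and in cluster 14, where this list came second, its mean log2 fold was 0.67.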

The immune profile, including B cells, was identified in clusters 7 and 13; natural killer T cells were present in clusters 6 and 16; and macrophages were primarily found in cluster 12. 

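Before any filter, 10 oocyte genes were looked up in all 48332 nuclei. BMP15 and OOSP2 had no UMI, which allows a share of nuclei with a UMI of up to 3 counts of that total. ZP4 had 1 UMI, FIGLA 4, NLRP5 15, ZP3 18, ZP2 26 and DAZL 31. GDF9 had 364 UMIs in 338 nuclei and DDX4 had 371 UMIs in 287 nuclei, and no nucleus held more than 5 UMIs of any of these genes. No cluster was named oocyte-like. An epithelial-like cluster of 540 nuclei, with 6 of 8 epithelial markers up, took 22 and 91 nuclei from Du'an replicates 1 and 2 and 35 and 392 from Nubian replicates 1 and 2.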

Finally, germ cells were located in clusters 15 and 17. 

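Apart from the unnamed clusters, the nuclei fell into 13 classes. The mean share of a class differed most between breeds for T- or natural killer-like nuclei, with 1.38% and 16.2% of the nuclei of Du'an replicates 1 and 2 and 2.59% and 3.15% of those of Nubian replicates 1 and 2 (difference of -5.94 points, two-sided exact permutation p = 1). The share of granulosa-like nuclei was 11.8%, 39.0%, 43.2% and 14.5% in the same order (exact permutation p = 0.667), and that of common progenitor-like nuclei 35.2%, 2.29%, 3.47% and 31.2% (exact permutation p = 1). Blood endothelial-like nuclei made up 5.54% and 5.95% of the Du'an libraries and 3.62% and 1.77% of the Nubian libraries, so that the breeds did not overlap (exact permutation p = 0.3333, the smallest that 2 against 2 allow). The breeds also did not overlap for lymphatic endothelial-like nuclei (4.196%, 4.57%, 3.82% and 1.35%) and cycling granulosa-like nuclei (2.11%, 2.57%, 5.48% and 2.91%), and chance alone gives such a split for 33.3% of classes. The mean difference in lymphatic endothelial-like nuclei was -1.80 points and became 0.341 points at a resolution of 1.2. Exact 95% binomial intervals, which cover counting error only, were far narrower than the spread between goats: for T- or natural killer-like nuclei in Du'an replicate 2 the interval ran from 15.5% to 17.0%.

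**Figure D1:**
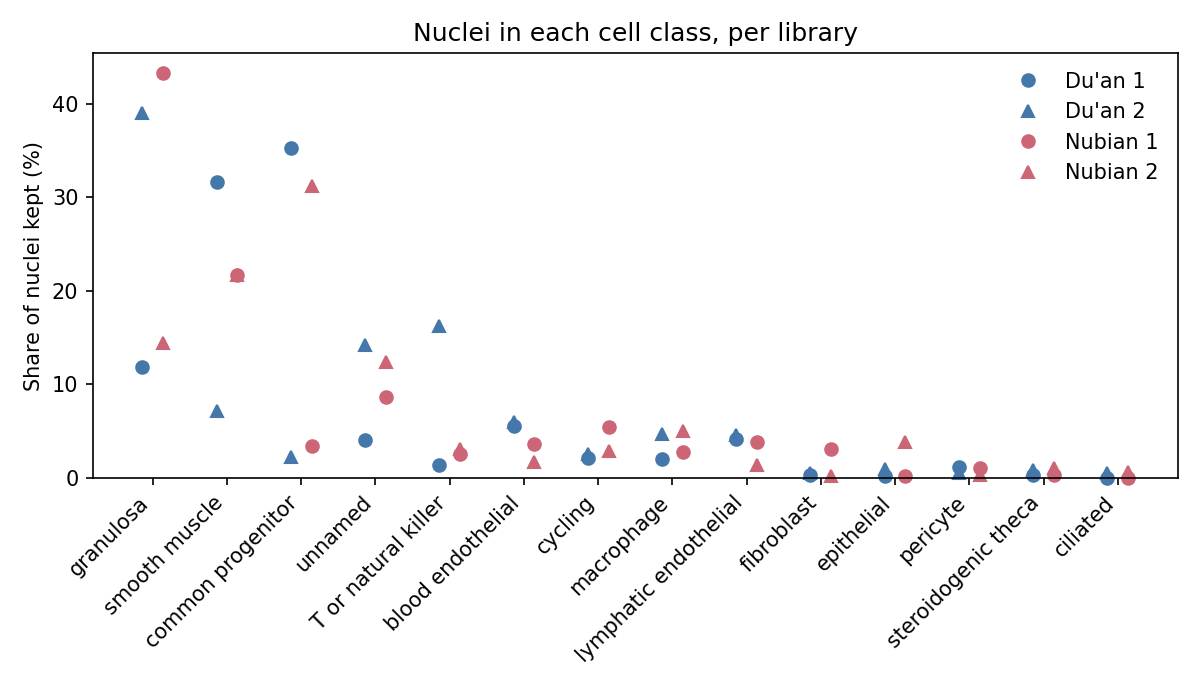
Percent of kept nuclei in each cell class (vertical axis) in each of the 4 libraries, 2 Du'an and 2 Nubian, with 1 point per library. The granulosa-like share lies between 11.8% and 43.2%, with a low and a high goat in each breed.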

Subsequently, 10 cell types (Figure 1E) and their DEGs (Figure 1F) were identified. GO analysis of the DEGs revealed the biological functions and unique gene expression signatures/characteristics of each ovarian cell type (Figure 1G). For example, pathways enriched for GCs were “response to insulin”, “regulation of the canonical Wnt signaling pathway”, and “fatty acid metabolism”. Vascular endothelial cells exhibited enrichment in “blood vessel morphogenesis”, “hemostasis”, “cellular response to growth factor stimulus”, and “extracellular matrix organization”. In summary, we systematically identified 10 distinct ovarian cell types and their associated gene expression signatures.

### 3.2. WGCNA Revealed the Biological Functions and Hub Regulatory Networks of Ovarian Cell Types

To systematically investigate gene dynamics, we performed a WGCNA [22]. Initially, we filtered the original dataset, consisting of 4000 genes and 25,000 nuclear samples, based on an SD threshold of ≤0.01 via Seurat QC. Finally, 3944 genes and 25,000 samples were retained through the WGCNA. Based on the selected power value (1 < power value < 30), we established a weighted co-expression network model and identified 11 gene modules (Figure 2A). Each module comprised gene sets that demonstrated a tendency to be co-expressed. Furthermore, we performed GO analyses for the genes in each module to investigate their biological functions (Figure 2C). To assign co-expressed gene functions to Seurat clusters, we constructed a correlation heatmap (Figure 2B). For example, the yellow module represented germ cells, characterized by the enriched functions of “cilium organization”, “epithelial cilium movement involved in extracellular fluid movement”, and the “regulation of cilium movement”. 

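The co-expression modules were not rebuilt. The nuclei whose leading genes build motile cilia, such as DNAH5 and DNAH11, formed cluster 22 of 124 nuclei, with 8 of 8 ciliated markers up. Of these ciliated-like nuclei 1 and 49 came from Du'an replicates 1 and 2 and 5 and 69 from Nubian replicates 1 and 2, so that only 2 libraries had the 20 nuclei needed for a sum.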

The genes in the black module exhibited the enriched functions “cell morphogenesis involved in differentiation”, “cellular response to growth factor stimulus”, “response to gonadotropin”, “cholesterol biosynthesis”, and “hormone secretion”, aligning with the characteristics of GCs. To understand the complex gene expression patterns in the ovary, we identified the relationships between the top 50 genes with the highest connectivity in each module, i.e., the core genes of each module. The hub genes revealed important regulatory networks in ovarian cell types (Figure S2A–K). For example, in GCs, hub genes including *CYP19A1*, *INHBA*, *INHBB*, *LHCGR*, *NR5A2*, *ROBO2*, *TMEM178B*, *TMEM200A*, and *SERPINE2* were associated with follicular development (Figure S2A). 

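The 9 hub genes were followed in sums of 20 nuclei of the same library and cluster. Their mean pairwise Pearson correlation across these pseudo-cells of all classes was 0.142 and 0.748 in Du'an replicates 1 and 2 and 0.796 and 0.477 in Nubian replicates 1 and 2, and each value lay above those of 10000 random lists of 9 genes of like expression. With sums of granulosa-like nuclei alone, an alternative added after the data were seen, the correlation was 0.893, 0.846 and 0.842 in Du'an replicate 2 and Nubian replicates 1 and 2. It was only 0.0758 over 8 of the genes and 50 sums in Du'an replicate 1, which holds almost no mural-like nuclei, and 0.0274 there over all 9 genes and 211 sums of the whole granulosa set. Against the mean of the other classes, with the goat as a block, CYP19A1 stood at 1060 ± 875 CPM (SD, n = 4 goats) in granulosa-like nuclei, a log2 fold change of 3.51 (standard error 0.275, edgeR adjusted p = 6.11e-14). The log2 fold change was 2.74 for INHBA, 2.44 for INHBB, 2.40 for LHCGR, 2.48 for TMEM178B, 2.02 for TMEM200A, 2.35 for SERPINE2 and 1.41 for ROBO2, all with an edgeR adjusted p of 3.28e-05 or less. NR5A2, with a log2 fold change of 3.11, is itself a marker that defined the class. LHCGR was higher in theca-like nuclei, at 1715 CPM against 714 in granulosa-like nuclei, and ROBO2 was the 4th highest in granulosa-like nuclei by mean CPM. Granulosa-like clusters 20, 23 and 24 are each held mostly by a single goat.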

In germ cells, the hub gene *NEK5* regulates cell cycle progression during mouse oocyte maturation and preimplantation embryonic development (Figure S2K) [23]. 

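NEK5 was counted at 329 ± 34.9 CPM (SD, n = 2 goats) in ciliated-like nuclei, against 0.628 CPM in smooth muscle-like nuclei. Its log2 fold change against the mean of the other classes was 10.61 (standard error 0.327, adjusted p = 3.90e-24 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). A sum of at least 20 ciliated-like nuclei was available from Du'an replicate 2 and Nubian replicate 2 alone.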

In summary, we identified the hub regulatory networks involving diverse cell types within goat ovaries, thereby facilitating our comprehension of the reciprocal regulatory mechanisms governing ovarian cells.

### 3.3. SCENIC Analysis Revealed Key Transcription Factors (TFs) Regulating Ovarian-Specific Cell Types

TFs are crucial regulators of gene expression and aid in the identification of various cell types. We employed SCENIC analysis to characterize ovarian cell types [19,24]. This algorithm enables the inference of global research networks and assesses the cellular status based on scRNA data. It facilitates the scoring of gene regulatory network activity in each cell type, enabling the identification of stable cell states and their corresponding regulators. Additionally, it investigates the activity of TF regulons (i.e., TFs and their target genes). Initially, we identified modules containing genes co-expressed with TFs, followed by cis-regulatory motif analysis to identify significantly enriched modules for scoring the subnetwork activity. The results revealed 58 active regulons in the ovary (Figure 3D), with the number of target regulons ranging from 11 to 411 (Figure 3D). Additionally, we identified several TFs that modulated cell-type-specific gene regulatory networks. Notably, *NR2C1*, *FOXO3*, and *TEAD1* exhibited predominant activation in GCs, while in internal theca cells, the genes *BRCA1*, *MYBL1*, and *E2F7* were activated (Figure 3E). These TFs can serve as valuable markers for specific cell types. 

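Regulon scores were not rebuilt, and the levels of the transcription factors themselves were compared between cell classes by summed counts per goat. Against the mean of the other classes, NR2C1 in granulosa-like nuclei had a log2 fold change of 0.40 (87.1 ± 11.7 CPM, SD, n = 4 goats, edgeR adjusted p = 0.00661) and ranked 4th by mean CPM, below epithelial-like nuclei at 109.7. TEAD1 had a log2 fold change of 0.39 (edgeR adjusted p = 0.0191) and ranked 7th, and DESeq2 gave it an adjusted p of 0.174. FOXO3 did not differ, with a log2 fold change of -0.01 (edgeR adjusted p = 1.00) and the 10th rank, and its direction changed to 0.22 at a clustering resolution of 1.2. The other classes include cycling granulosa-like and common progenitor-like nuclei, and in the latter, which the paper counts among GCs, FOXO3 had a log2 fold change of 0.51 (edgeR adjusted p = 0.0131; DESeq2 adjusted p = 0.0992). BRCA1 and E2F7 were highest in cycling granulosa-like nuclei, the class with the markers the paper plots for internal theca cells, and MYBL1 ranked 2nd there, after T- or natural killer-like nuclei at 82.3 CPM. In the cycling nuclei BRCA1 stood at 162 ± 12.1 CPM (log2 fold change 3.95, edgeR adjusted p = 5.05e-18), E2F7 at 33.6 ± 6.11 CPM (3.85, adjusted p = 4.49e-12) and MYBL1 at 65.2 ± 12.4 CPM (4.33, adjusted p = 7.40e-17), all with SD over 4 goats. In theca-like nuclei the same genes were at 5.32 ± 5.45, 2.53 ± 2.99 and 1.47 ± 2.94 CPM (SD, n = 4), with log2 fold changes of -1.57, -0.70 and -2.14 and edgeR adjusted p-values of 0.214, 0.899 and 1.00. Without Du'an replicate 2, E2F7 in theca-like nuclei had a log2 fold change of 0.55.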

CSI correlation clustering of the regulon module elucidated some TFs with similar functions, providing insights into the molecular mechanisms governing follicular development and atresia (Figure 3F). For example, in the case of *IKZF1* and *RUNX3*, *RUNX3* has been demonstrated to regulate folliculogenesis and steroidogenesis in the GCs of immature mice [25], indicating that *IKZF1* may share similar functions. 

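IKZF1 and RUNX3 were both highest in T- or natural killer-like nuclei. IKZF1 stood at 889 ± 131 CPM there and RUNX3 at 97.8 ± 27.9 CPM (SD, n = 4 goats), with log2 fold changes of 7.30 and 8.17 against the mean of the other classes (edgeR adjusted p = 4.53e-33 and 1.50e-23). Macrophage-like nuclei came next, with 263 CPM of IKZF1 and 25.2 CPM of RUNX3.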

In the case of *HMGA2* and *FOXO1*, reports suggest that *FOXO1* regulates the follicle-stimulating hormone (FSH)-mediated inhibition of apoptosis in mouse GCs [26,27], indicating a potential role for *HMGA2* in follicular development. Furthermore, in the case of *PBX3* and *GATA4*, *GATA4*, a GC factor, regulates inhibin-α activation through the TGF-β pathway [28], implying that *PBX3* may regulate folliculogenesis via the TGF-β pathway. Furthermore, CSI correlation clustering of the regulon module within 17 clusters showed that the cluster–cluster distance exhibited consistency with Figure S1. 

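HMGA2 stood at 268 ± 160 CPM and FOXO1 at 2354 ± 740 CPM in granulosa-like nuclei (SD, n = 4 goats). Their log2 fold changes against the mean of the other classes were 2.07 and 1.85 (edgeR adjusted p = 6.12e-11 and 3.24e-13). HMGA2 ranked 3rd among the classes, and FOXO1 ranked 2nd, after common progenitor-like nuclei at 2594 CPM.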

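PBX3 and GATA4 both ranked 2nd in granulosa-like nuclei, after cycling granulosa-like nuclei, which held 1190 CPM of PBX3 and 623 CPM of GATA4. In granulosa-like nuclei PBX3 was at 855 ± 60.3 CPM and GATA4 at 567 ± 155 CPM (SD, n = 4 goats), with log2 fold changes of 1.11 and 2.10 (edgeR adjusted p = 1.31e-09 and 3.80e-11).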

The 10 main cell types were accurately classified (Figure 3G). 

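The likeness of cell classes was measured by Pearson's correlation, across genes, of log2 CPM between class sums within each library, and genes are not independent replicates. Of the 78 pairs of classes, granulosa-like and cycling granulosa-like nuclei were the most alike, with a mean correlation of 0.955 ± 0.00621 (SD, n = 4 goats). Granulosa-like and common progenitor-like nuclei followed closely at 0.946 ± 0.0189, and in Du'an replicate 1 they were the closer pair, at 0.959. Theca-like nuclei correlated with granulosa-like nuclei at 0.770 and 0.872 in Du'an replicates 1 and 2 and at 0.841 and 0.872 in Nubian replicates 1 and 2, which placed them 8th, 5th, 10th and 5th among the classes. The restriction to the 2000 genes with the highest mean moved these values most, to 0.944 for cycling granulosa-like, 0.759 for common progenitor-like and 0.676 for theca-like nuclei. There theca-like nuclei came 4th, 3rd, 2nd and 3rd in the same order of goats, and common progenitor-like nuclei 2nd, 4th, 4th and 2nd. The class sums were not brought to equal depth. Over the 4 goats theca-like sums held 824194 UMIs, against 67550555 in granulosa-like, 14191710 in smooth muscle-like and 10440420 in cycling nuclei. The low rank of theca-like nuclei over all genes therefore cannot be told apart from an effect of depth.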

Notably, our results revealed a similarity in the regulon CSI between GCs and internal theca cells (Figure 3H), suggesting the possibility of similar biological functions. This prompts the hypothesis that internal theca cells may originate from GCs.

### 3.4. Niche Regulation of Ovary Cell Type Revealed by Cell–Cell Communication

To elucidate niche regulation in the goat ovary, we attempted to explore intercellular communication among various cell types. 

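Detection was compared for 22 ligand-receptor pairs that the paper names, over the 10 cell classes with at least 20 nuclei of the needed depth in every library, which makes 2200 combinations. Pericyte-like nuclei, with 19 such nuclei in Nubian replicate 2, and fibroblast-like and ciliated-like nuclei were left out. Each nucleus was thinned at random to 1000 UMIs, which left out 3226 of 16829 Du'an nuclei and 5045 of 23506 Nubian nuclei that were shallower. The median depth before thinning was 4106 UMIs in granulosa-like, 3953 in common progenitor-like, 5868 in cycling granulosa-like, 2278 in theca-like, 2234 in T- or natural killer-like, 1928.5 in blood endothelial-like, 1993.5 in lymphatic endothelial-like, 1419 in pericyte-like, 1034 in smooth muscle-like, 1504 in macrophage-like, 2490 in fibroblast-like and 3890 in epithelial-like nuclei. A combination counted when both genes had a UMI in at least 10% of nuclei, the paper's threshold. This held for 105 combinations in Du'an and 177 in Nubian libraries pooled by breed, with 100 in both, 5 in Du'an alone and 77 in Nubian alone. Within single libraries the number was 101 and 122 for Du'an replicates 1 and 2 and 198 and 153 for Nubian replicates 1 and 2. The 2 Nubian libraries shared 31.5% of their combinations, the Du'an libraries shared 81.3%, and pairs of libraries across breeds shared between 30.0% and 72.96%. Without thinning, and over 11 classes, the counts were 514 in Du'an, 553 in Nubian and 428 in both. Pooled by breed, the excess in Nubian libraries turned with other settings, to 58 in Du'an against 47 in Nubian at 500 UMIs over 11 classes and to 43 against 33 at a limit of 20%. Single libraries at 500 UMIs still held fewer in Du'an, 69 and 51, than in Nubian replicates 1 and 2, 90 and 86. At a limit of 20% they held 54 and 16 in Du'an and 42 and 43 in Nubian replicates 1 and 2, and without thinning Du'an replicate 2 held 634 and Nubian replicate 2, the next highest, 558, so in these settings a Du'an library held the most. The shares within breeds moved too, with the narrowest gap, 46.3% in Du'an and 43.5% in Nubian, at a limit of 5%. No background share was taken off these counts, and no test across goats was made of them.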

Notably, the results revealed no significant disparity in cell–cell communication between the Nubian goat and the Du’an goat (Figure 3A–D and Figure S3A–D). We quantified interaction links between the various cell types through ligand–receptor analysis, considering the integration of the four ovarian cell types (Figure 3F,G). The immune cell ligands and interstitial cell receptors engaged with receptors and ligands of various cell types (Figure 3G). 

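Among the 10 classes, blood endothelial-like nuclei took part in the most combinations with the ligand, 40, counting each that was found in either breed once. Theca-like nuclei followed with 28, but in Du'an libraries they had only 9, where blood and lymphatic endothelial-like nuclei led with 19 each. On the receptor side common progenitor-like nuclei had 23, blood endothelial-like nuclei 22, lymphatic endothelial-like nuclei 21 and theca-like nuclei 18, and the lead lay with common progenitor-like nuclei in Du'an and with blood endothelial-like nuclei in Nubian libraries. T- or natural killer-like nuclei had 10 and 14 combinations on the ligand and receptor side, with 0 and 2 in Du'an and 10 and 14 in Nubian libraries. Shares in this class are taken as background for free RNA below, and no background was taken off the counts. These combinations therefore do not show signalling by that class. Fibroblast-like nuclei, which carry the markers the paper plots for external theca cells, were left out because Nubian replicate 2 held only 17 of them.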

Notably, external theca cells exhibited the highest link counts in both ligands and receptors, indicating an auto- or intercellular mode of regulation (Figure 3G). In terms of the tentative ligands or receptors identified in the ovary, external theca cells, germ cells, and vascular endothelial cells influenced a substantial number of interactions.

A cell–cell interaction map was constructed by correlating ligands with their respective receptors on follicles and their associated niche cells (Figure S3E), which indicated a dual role for follicles: they can be regulated by niche cells or serve as central regulators of the surrounding niche cells (Figure 3E). Previous studies have shown that the regulation of follicular development within the niche involves multiple signaling pathways, such as RA signaling [29], BMP signaling [30], KIT signaling (KITLG) [31], PI3K/AKT signaling [32,33], TGF-β/SMAD signaling [10,34], Wnt5a/β-catenin signaling, and the Notch pathway [35]. Figure 3H illustrates the key signaling pathways expressed in the goat ovary and in the surrounding “niche cells”. Overall, the KIT, Wnt, INHB, TGF-β/BMP, and Notch signaling pathways, ligands, and receptors were expressed in a cell-type-specific manner. For instance, the ligand of the KIT signaling pathway (KITLG) was explicitly expressed by GCs, while the receptor was abundantly expressed in the follicular GCs, playing a crucial role in germ cell survival [31]. Additionally, receptors such as TGFBR3, TGFB1, ACVR1, and BMPR2, along with their corresponding ligands (including FGF1, FGFB1, INHA, and TGFB2), were expressed by various ovarian cell types, indicating both intra- and inter-cellular communication mediated by the TGF-β/BMP signaling pathway (Figure 3H). Similarly, the Wnt/β-catenin pathway ligand Wnt5A was expressed by each ovarian cell type, while its corresponding receptors were expressed in GCs, germ cells, vascular endothelial cells, and external and internal theca cells (Figure 3H). 

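After thinning to equal depth, the number of the 10 classes with at least 10% of nuclei positive differed between genes. Pericyte-like nuclei are not among these classes. KITLG reached this limit in 5 classes and KIT in 1, while INHA reached it in 0 and TGFBR3 in all 10. JAG1 reached it in 1 class, NOTCH1 in 1, NOTCH2 in all 10 and NOTCH3 in 0. As a guide to free RNA, which adds UMIs to every nucleus, shares are set beside those of a class that should lack the gene.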

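KITLG had a UMI in 26.3% ± 5.70 of granulosa-like and 25.0% ± 6.33 of common progenitor-like nuclei at 1000 UMIs (SD, n = 4 goats), or 50.9% and 46.3% before thinning. The share in T- or natural killer-like nuclei, taken as background, was 5.14% ± 1.38 after and 11.3% before thinning. KIT was found mostly in common progenitor-like nuclei, with 11.6% ± 6.51 after and 26.1% before thinning. In granulosa-like nuclei KIT was at 1.90% ± 0.348 after thinning, against 1.80% ± 0.220 in T- or natural killer-like nuclei, which is the level of background, and at 6.20% against 3.70% before thinning.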

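TGFBR3 had a UMI in 44.6% ± 8.97 of granulosa-like, 46.1% of smooth muscle-like and 12.2% ± 6.80 of macrophage-like nuclei after thinning (SD, n = 4 goats), and in 73.5% of granulosa-like and 23.5% of macrophage-like nuclei before it. BMPR2 and ACVR1 led in blood endothelial-like nuclei, with 46.6% ± 4.06 and 29.0% ± 4.17, against 10.9% ± 3.85 and 3.46% in T- or natural killer-like nuclei. Before thinning these shares were 63.4% and 48.5%, against 22.6% and 7.93%. INHA was in 9.96% ± 7.94 of granulosa-like nuclei, against 4.48% ± 6.13 of T- or natural killer-like and 5.14% ± 7.37 of macrophage-like nuclei, and the share was higher in granulosa-like nuclei than in either class in each of the 4 goats. Before thinning INHA was in 28.1% ± 16.9 of granulosa-like and 8.52% of macrophage-like nuclei. FGF1 and TGFB2 were highest in pericyte-like nuclei, at 27.3% ± 4.53 and 14.9% ± 5.76, against 1.12% and 0.638% in T- or natural killer-like nuclei. These pericyte-like values leave out Nubian replicate 2, where 19 nuclei reached that depth. Before thinning they were 31.1% and 21.4%, with all 4 goats. TGFB1 was found in T- or natural killer-like nuclei, at 6.08% ± 0.953 (14.8% before thinning), against 0.0443% in granulosa-like nuclei (0.290% before thinning). No gene in the files has the symbol FGFB1.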

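WNT5A stayed under 10% of thinned nuclei in each class. It was highest in fibroblast-like nuclei, at 5.40% ± 0.628 (SD) and 16.8% before thinning, both without Nubian replicate 2. Smooth muscle-like nuclei followed at 3.65% (5.02% before) and common progenitor-like nuclei at 3.05% (11.7% before). In T- or natural killer-like nuclei, taken as background, it was at 0.350% ± 0.415 (0.757% before). The share in granulosa-like nuclei, 0.200% ± 0.148 (0.666% before), was not above that background.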

IGF1-IGF1R expression was notably high in GCs, germ cells, vascular endothelial cells, and external and internal theca cells (Figure 3H). 

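IGF1R had a UMI in 75.5% ± 5.39 of common progenitor-like, 70.9% of theca-like and 64.4% ± 8.70 of granulosa-like nuclei after thinning (SD, n = 4 goats), against 17.1% ± 1.28 of T- or natural killer-like nuclei. Before thinning the share was 92.8% in common progenitor-like, 87.7% in granulosa-like and 32.8% in T- or natural killer-like nuclei. Blood endothelial-like nuclei had IGF1R at 39.1%. IGF1 was highest in lymphatic endothelial-like nuclei, at 19.2% ± 5.05 (34.0% before thinning). Fibroblast-like nuclei came next at 12.0% ± 8.94 (26.3% before), both without Nubian replicate 2. In granulosa-like nuclei IGF1 was at 0.397% ± 0.142 (1.38% before), at or under the background of 0.623% ± 0.369 in T- or natural killer-like nuclei (1.65% before).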

Previous studies have shown that KIT plays an indispensable role in both primordial follicle activation and folliculogenesis, and its expression is enhanced by IGF-1 via its receptor, IGF-1R [31]. 

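VEGFA had a UMI in 5.59% ± 3.27 of granulosa-like and 6.61% of cycling granulosa-like nuclei at 1000 UMIs (SD, n = 4 goats), against 1.22% of T- or natural killer-like nuclei, and in 14.7% against 2.96% before thinning. VEGFB was highest in macrophage-like nuclei at 5.30% ± 2.16 (10.8% before thinning), against 0.960% in T- or natural killer-like nuclei. VEGFC was highest in fibroblast-like nuclei at 14.4% ± 7.97 (26.1% before), both without Nubian replicate 2. It lay at 7.17% ± 2.12 in granulosa-like nuclei (22.0% before), with 1.54% in T- or natural killer-like nuclei. FLT1 and KDR, which helped to define blood endothelial-like nuclei, were at 21.4% and 32.4% there (37.2% and 49.3% before thinning) and at 0.880% and 0.837% in granulosa-like nuclei. KDR was also in 24.3% of lymphatic endothelial-like nuclei. FLT4, a marker that helped to define lymphatic endothelial-like nuclei, was at 42.4% there (60.4% before) and at 0.161% in granulosa-like nuclei. NRP1 was widest, with 52.0% ± 3.88 of theca-like nuclei (70.0% before) and 23.7% of granulosa-like nuclei against 6.32% of T- or natural killer-like nuclei, and NRP2 reached 41.5% ± 3.84 of lymphatic endothelial-like nuclei (56.8% before) against 3.46%.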

We identified VEGFA, VEGFB, and VEGFC ligands on each cell type of the ovary, along with their corresponding receptors, including NRP1, NRP2, FLT1, KDR, and FLT4 (Figure 3H). VEGFA influences the growth of the follicles by regulating the balance between pro-angiogenesis and anti-angiogenesis [36]. As shown in Figure 3H, Notch1/2/3-JAG1 ligands were primarily expressed in GCs, germ cells, and vascular endothelial cells, as well as external and internal theca cells. In addition, the constructed cell niche network revealed a shared receptor–ligand relationship between GCs and internal theca cells (Figure 3I,J), suggesting a similarity in their biological functions within the ovary. Furthermore, certain receptor–ligand pairs, including CADM1–CADM1, TGFBR3–INHA, and IGF1R–IGF1, have emerged as key players in primordial follicle activation, follicular development, and ovulation (Figure 3K and Figure S4A–E).

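JAG1 had a UMI in 27.8% ± 3.46 of pericyte-like and 23.6% ± 5.43 of blood endothelial-like nuclei after thinning (SD, n = 4 goats in the latter). Pericyte-like values after thinning leave out Nubian replicate 2, where 19 nuclei reached that depth. Before thinning the JAG1 shares were 36.7% and 35.1%, with all 4 goats. In granulosa-like nuclei JAG1 was at 0.316% ± 0.116 (1.16% before thinning), under the background of 1.13% in T- or natural killer-like nuclei, and in theca-like nuclei it was at 3.61%. NOTCH1 was highest in lymphatic endothelial-like nuclei at 19.7% ± 3.62 (39.2% before), with 8.48% in blood endothelial-like and 2.16% in granulosa-like nuclei. NOTCH2 was wide, with 37.2% ± 4.32 of granulosa-like nuclei (69.4% before) and 27.3% of T- or natural killer-like nuclei (47.4% before). NOTCH3, which helped to define pericyte-like nuclei, was at 25.3% there (35.4% before) and at 0.190% in granulosa-like nuclei.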

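Over the 22 pairs, granulosa-like and cycling granulosa-like nuclei had the same numbers of combinations found in either breed, 21 with the ligand and 16 with the receptor each. Theca-like nuclei had more in Nubian libraries, but in Du'an libraries they had fewer with the ligand and as many with the receptor. From the pairs shared by GCs and internal theca cells, the paper proposes that both have similar functions in the ovary.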

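CADM1 had a UMI in 45.5% ± 5.50 of macrophage-like, 38.0% ± 12.0 of common progenitor-like, 34.4% of blood endothelial-like and 14.0% ± 3.32 of granulosa-like nuclei after thinning (SD, n = 4 goats), against 7.89% ± 3.55 of T- or natural killer-like nuclei. Before thinning the shares were 49.9% in macrophage-like, 59.7% in common progenitor-like, 34.1% in granulosa-like and 17.3% in T- or natural killer-like nuclei. At 10% of thinned nuclei, CADM1 passed on both sides in 9 of the 10 classes. IGF1 passed in 1 class.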

### 3.5. GC Subtype Identification and Transcriptional Signature Analysis of Goat Ovaries

To investigate GC characteristics, we analyzed the *FSHR^high^/NR5A1^high^/CAMTA1^high^/CYTH3^high^* cells again. These cells were divided into nine clusters through unsupervised clustering (Figure 4A), and the biological function of each cluster was investigated via GO enrichment analysis of DEGs (Figure 4B,C) to identify the unique differentiating characteristics of GCs. 

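The granulosa-like, common progenitor-like and cycling nuclei of the 4 goats were clustered again at a resolution of 0.5, without the named genes, and gave 11 subclusters. Each was given the subtype whose genes in the authors' deposited table of GC subtypes had the highest mean standardized level, after the genes named in the paper were left out. That table lists 1449 genes for common progenitor, 1354 for cumulus and 1191 for mural GCs in the authors' comparison of nuclei, and its fold changes are natural logarithms. Subclusters 1 to 3 were common progenitor-like, 4 and 5 cumulus-like and 7, 8 and 10 mural-like, while 6 and 9 were cycling. Subcluster 11, with 88 nuclei, stayed unnamed. Because the names come from the authors' table, a difference between subtypes in a gene of that table is in part built in. Counts were summed per goat and subtype, and 13228 genes were compared between the 11 sums with the goat as a block.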

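Common progenitor-like nuclei numbered 3072 and 226 in Du'an replicates 1 and 2 and 550 and 3216 in Nubian replicates 1 and 2. Cumulus-like nuclei numbered 1027, 2319, 1864 and 1035 in the same order, and mural-like nuclei 5, 1527, 4990 and 454. The 3 mural-like subclusters were each held by a single goat: subcluster 7 by Nubian replicate 1 with 4972 of 5154 nuclei, subcluster 8 by Du'an replicate 2 with 1403 of 1419 and subcluster 10 by Nubian replicate 2 with 400 of 403. Du'an replicate 1 was left out of mural sums because it held under 20 such nuclei. As a share of the granulosa set, cumulus-like nuclei made up 24.0% and 53.6% in the Du'an and 22.3% and 20.7% in the Nubian libraries (two-sided exact permutation p = 0.3333, the smallest possible), and mural-like nuclei 0.117%, 35.3%, 59.7% and 9.07% (exact permutation p = 0.667).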

Based on the expression profile of mural GC markers, namely, CYP19A1, LHCGR, and INHBA (Figure 4D), alongside the functional enrichment analyses of each cluster, the GCs were categorized into three subtypes: common progenitor GCs, cumulus GCs, and mural GCs (Figure 4E).

The biological function of the three GC subtypes was analyzed through the GO enrichment analysis of DEGs (Figure 4F,G). The enriched functions associated with DEGs in common progenitor GCs were the “negative regulation of cellular component movement” and “positive regulation of cellular component movement”. These results suggest that all the states of the primordial follicle, encompassing both resting and activated primordial follicles that mature into primary follicles, are established in the ovary prior to birth [37]. In addition, GO terms such as the “positive regulation of apoptotic process” and “WNT signaling” were also enriched in common progenitor GCs, suggesting the potential involvement of the WNT signaling pathway in maintaining follicle numbers by regulating follicle atresia in the primordial follicle and its subsequent activation. For cumulus GCs, the enriched pathways included the “cholesterol biosynthetic process”, “negative regulation of cell migration”, and “carbohydrate derivative biosynthetic process”, indicating that cumulus GCs serve as the primary source of nutrients for regulating follicular development and maturation. In the case of mural GCs, GO analysis revealed enrichment in terms such as the “negative regulation of follicle-stimulating hormone secretion”, “cellular response to cholesterol”, “vascular endothelial growth factor signaling pathway”, and “plasma membrane organization”.

Figure 4H–J illustrate the differentiation trajectory of GCs, commencing with a common progenitor GC population and culminating in cumulus GCs. As follicular development progresses, cumulus GCs differentiate into mural GCs (Figure 4H). 

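A diffusion pseudotime of the granulosa set, rooted in the common progenitor-like nuclei as the paper's reading sets it, gave the cumulus-like nuclei a median of 0.0826 and the mural-like nuclei a median of 0.152 over all libraries, with the root subtype at 0.0322. Cycling nuclei lay at 0.164. Within libraries the medians of cumulus-like and mural-like nuclei were 0.0851 and 0.177 in Du'an replicate 2, 0.0791 and 0.148 in Nubian replicate 1 and 0.0860 and 0.255 in Nubian replicate 2, while Du'an replicate 1 held too few mural-like nuclei for the comparison. Values centred within libraries drew the medians together, to 0.0779 for cumulus-like and 0.0849 for mural-like nuclei over all libraries, and 42 nuclei of Du'an replicate 1 then called mural-like lay at 0.0691, before its cumulus-like nuclei at 0.0852. When the named genes and markers were kept, cumulus-like nuclei followed common progenitor-like nuclei in only 2 libraries. In Du'an replicate 2 they also came before them at a resolution of 0.4, with the log-scale filter and under both other treatments of doublets. Because the root was given, the data bear only on the order of the other subtypes, and a pseudotime does not show descent. Free RNA, which may differ between libraries, also enters each nucleus's place on this axis. From the trajectory the paper concludes that GCs start as common progenitor cells, become cumulus GCs and, as follicles develop, mural GCs.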

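In common progenitor-like nuclei, ARNT2 stood at 250 ± 47.4 CPM, CCND3 at 201 ± 47.4 CPM, CDK14 at 526 ± 263 CPM and IGFBP5 at 836 ± 621 CPM (SD, n = 4 goats). Against the mean of the other subtypes, the log2 fold changes were 1.59, 2.25, 2.31 and 4.28, with edgeR adjusted p-values of 0.00019, 0.000465, 0.000895 and 0.00018. No gene in the files has the symbol PRP16.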

Figure 4K shows that genes associated with cell growth, the cell cycle, and the WNT pathway, such as *PRP16*, *CDK14*, *IGFBP5*, *CCND3*, and *ARNT2*, were abundantly expressed by the common progenitor GCs. 

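Cumulus-like nuclei held 147 ± 31.9 CPM of IGFBP2, 398 ± 156 CPM of CHST8, 293 ± 76.6 CPM of RERG and 341 ± 41.5 CPM of EDA (SD, n = 4 goats). Against the mean of the other subtypes, log2 fold changes were 1.09 for IGFBP2, 0.72 for RERG and 0.94 for EDA, with edgeR adjusted p-values of 0.0287, 0.0193 and 0.0415. CHST8, which also served as a granulosa marker, had a log2 fold change of 1.16 and passed in DESeq2 (adjusted p = 0.0315) but not in edgeR (adjusted p = 0.0747). These 4 genes gave 3 calls by edgeR with all goats. The number of calls was 0 without Du'an replicate 2, 1 without either Nubian replicate and 2 without Du'an replicate 1.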

As shown in Figure 4L,M, high levels of genes regulating cell growth and differentiation (*IGFBP2*, *CHST8*, *RERG*, *HMGCR*, and *EDA*) are evident in cumulus GCs. Furthermore, a high expression of genes associated with the regulation of hormone secretion and ovulation, such as *LHCGR*, *CYP19A1*, *INHA*, *INHBA*, *INHBB*, *SERPINE2*, and *NR5A1*, was observed in mural GCs (Figure 4N,O). 

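In mural-like nuclei, CYP19A1 stood at 2957 ± 1017 CPM, LHCGR at 2093 ± 844 CPM and SERPINE2 at 4510 ± 1965 CPM (SD, n = 3 goats, without Du'an replicate 1). Their log2 fold changes against the mean of the other subtypes were 5.04, 5.00 and 3.45 (edgeR adjusted p = 0.0013, 0.000182 and 0.000135). The log2 fold changes of INHA, INHBA, INHBB and NR5A1 were 2.87, 3.65, 2.26 and 1.2003, with edgeR adjusted p-values of 0.00521, 0.000465, 0.00021 and 0.00224. With each goat left out in turn, the adjusted p of INHA reached 0.0538. The authors' deposited table of GC subtypes lists CYP19A1 in 92.1% of mural GC nuclei against 19.5% of the others, and SERPINE2 in 98.2% against 53.2%.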

A SCENIC analysis revealed 31 active regulons in GCs (Figure 4P). Approximately 11–270 TF target genes associated with these regulons were identified (Figure 4P). 

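Regulons of the subtypes were not rebuilt, and the levels of the factors were compared. In mural-like nuclei NR5A2 stood at 3729 ± 1428 CPM and GATA6 at 884 ± 432 CPM (SD, n = 3 goats), with log2 fold changes of 2.09 and 1.76 (edgeR adjusted p = 0.0002 and 0.00209). NFKB1 was at 119 ± 12.6 CPM there and at 128 CPM in common progenitor-like nuclei, with a log2 fold change of 0.30 for mural-like nuclei (edgeR adjusted p = 0.251). In common progenitor-like nuclei SOX4 stood at 880 ± 79.8 CPM, FOSL2 at 276 ± 23.9 CPM and STAT3 at 207 ± 34.0 CPM (SD, n = 4), with log2 fold changes of 2.74, 2.41 and 0.93 (edgeR adjusted p = 0.000108, 0.000678 and 0.00796). For STAT3 the adjusted p reached 0.0589 with 1 goat left out. In cumulus-like nuclei the log2 fold change was 0.12 for ETV6, -0.15 for NR5A2 and 0.30 for ATF7 (edgeR adjusted p = 0.506, 0.567 and 0.294). NR5A2 changed direction in cumulus-like nuclei, to 0.10, when gene values were centred within libraries.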

The results demonstrated the expression of *NR5A2*, *GATA6*, and *NFKB1* in mural GCs, *SOX4*, *FOSL2*, and *STAT3* in common progenitor GCs, and primarily *ETV6*, *NR5A2*, and *ATF7* in cumulus GCs (Figure 4Q). 

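HBP1 stood at 213 ± 46.1 CPM in common progenitor-like nuclei (SD, n = 4 goats), with a log2 fold change of 1.36 against the mean of the other subtypes (edgeR adjusted p = 0.00105). ARID5B was at 792 ± 322 CPM there, with a log2 fold change of 1.23 (standard error 0.4). It fell short of the limit in edgeR (adjusted p = 0.0530) and passed it in DESeq2 (adjusted p = 0.0135). Connection scores between regulons were not computed.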

CSI analysis suggested that *ARID5B* may potentially serve a similar function with *Hbp1* (Figure 4R,S). In conclusion, these results elucidate the gene expression patterns and dynamic regulatory mechanisms at play within GCs.

### 3.6. Differences in Ovarian Cell Expression Profiles between the Polytocous and Monotocous Goats

We further explored the prolificacy-associated gene expression patterns in ovarian cells and prolificacy-associated DEGs in each cell type (Figure 5A). 

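For each cell class, UMI counts were summed over the kept nuclei of each goat, and Nubian and Du'an sums were compared by edgeR's quasi-likelihood test, with 2 goats per breed. Classes with at least 20 nuclei in every library were tested, which kept 11 classes and left out fibroblast-like and ciliated-like nuclei. The UMI total of the kept nuclei was 29800057 and 46262398 in Du'an replicates 1 and 2 and 54540864 and 36657983 in Nubian replicates 1 and 2. At an adjusted p under 0.05, edgeR called 0 genes in each of these classes. At an unadjusted p under 0.05 it listed 449 of 13899 genes in granulosa-like, 201 of 9756 in cycling granulosa-like, 1153 of 8933 in T- or natural killer-like, 440 of 12058 in smooth muscle-like and 66 of 4994 in epithelial-like nuclei, and between 93 and 576 genes in each of the other classes. DESeq2, the alternative tool, called 36, 1, 263, 10 and 0 genes in these classes, and 15 in macrophage-like and 1 each in common progenitor-like and lymphatic endothelial-like nuclei. The 36 in granulosa-like nuclei include LOC102168680 and LOC102168959, which were found there in Du'an replicate 2 alone. The single calls, chosen after their values were seen, were ITGBL1 in cycling (log2 fold change -2.20), ADARB2 in common progenitor-like (-2.85) and CENPF in lymphatic endothelial-like nuclei (2.73), all by DESeq2. Of the 83 genes that the paper's text names, a list fixed in advance, 0 passed in any class when adjusted over the list alone, and DESeq2 called 1, ROBO2 in macrophage-like nuclei (log2 fold change 2.01, adjusted p = 0.0362). In simulated data of the same classes with 2 goats per breed, edgeR recovered 33.0% of granulosa genes changed by a log2 fold of 2 and 81.5% of those changed by 3, but 0% at a log2 fold of 1. Without Nubian replicate 1 the number of genes called in T- or natural killer-like nuclei rose to 618, and without Nubian replicate 2 that in cycling granulosa-like nuclei rose to 268, with Nubian and Du'an nuclei mostly from different subclusters, where the lone goat is assumed to vary like the other breed's goats.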

Most of the prolificacy–associated DEGs exhibited cell subtype specificity. Furthermore, *ROBO1*, *ATP6*, *COX2*, *CYP19A1*, *IGSF11*, *SERPINE2*, *PLPP3*, *LRP8*, *FAM19A2*, *TMEM200A*, *C22H3orf67*, *MFGE8*, *INHA*, and *LOC102174170* were upregulated and common among four distinct cell types (Figure 5B). These genes are associated with folliculogenesis, indicating a potential influence of specific cell types on prolificacy.

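With the paper's thresholds (unadjusted p under 0.05 and a log2 fold change over 0.58 in either direction) applied to sums per goat in 11 classes, 2923 genes were listed, and 2302 of them (78.8%) in a single class. Another 52 genes were listed in 4 or more classes, the most in 7. Set against each other class in which it was tested, a listed gene had the same direction in 69.5% of 25411 comparisons. By DESeq2 at an adjusted p under 0.05, 325 genes were called in at least 1 class, of which 323 (99.4%) in a single class and 0 in 4 or more. A gene that passes the limit in 1 class and not in another is not shown to differ between them, and that difference was not tested.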

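All 14 of these genes were higher in Nubian than in Du'an granulosa-like sums, and in 7 of them both Nubian goats lay above both Du'an goats, which chance gives in 33.3% of genes counting both directions. None reached an adjusted p under 0.05: the smallest was 1.00 over all genes tested by edgeR and 0.508 adjusted over the list alone, and DESeq2 called 0. The study chose the list on these samples, so the list gives no independent evidence. CYP19A1 stood at 32.2 and 851 CPM in Du'an replicates 1 and 2 and at 2210 and 1223 CPM in Nubian replicates 1 and 2 (log2 fold change 1.96, standard error 1.38), and with each goat left out in turn the log2 fold change ran from 1.01 to 5.75. ROBO1, at 132, 421, 4489 and 595 CPM in the same order, was the only gene of the list with an unadjusted edgeR p under 0.05 in granulosa-like nuclei (log2 fold change 3.20, standard error 1.13). TMEM200A was at 72.0, 972, 1750 and 960 CPM and INHA at 25.7, 96.6, 250.1 and 79.3 CPM. ATP6 stood at 692, 0.731, 1839 and 1529 CPM and COX2 at 356, 0.650, 994 and 723 CPM, so that both were almost absent from Du'an replicate 2 alone. FAM19A2 had the lowest log2 fold change, 0.36, and it reversed without Nubian replicate 1, to -1.55. All 14 were also higher in Nubian sums of T- or natural killer-like, macrophage-like and both kinds of endothelial-like nuclei. In cumulus-like nuclei 13 of 14 were higher, with CYP19A1 at 33.3, 74.3, 206 and 129 CPM. Nubian replicate 1 gave 1674 of the 1777 nuclei of cumulus-like subcluster 5, while subcluster 4 held most of the other goats' cumulus-like nuclei. The breeds are thus in part compared between subclusters there. Granulosa-like clusters 20, 23 and 24 came mostly from Nubian replicate 1, Du'an replicate 2 and Nubian replicate 2. From the association of these genes with folliculogenesis, the paper proposes an influence of specific cell types on prolificacy.

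**Figure D2:**
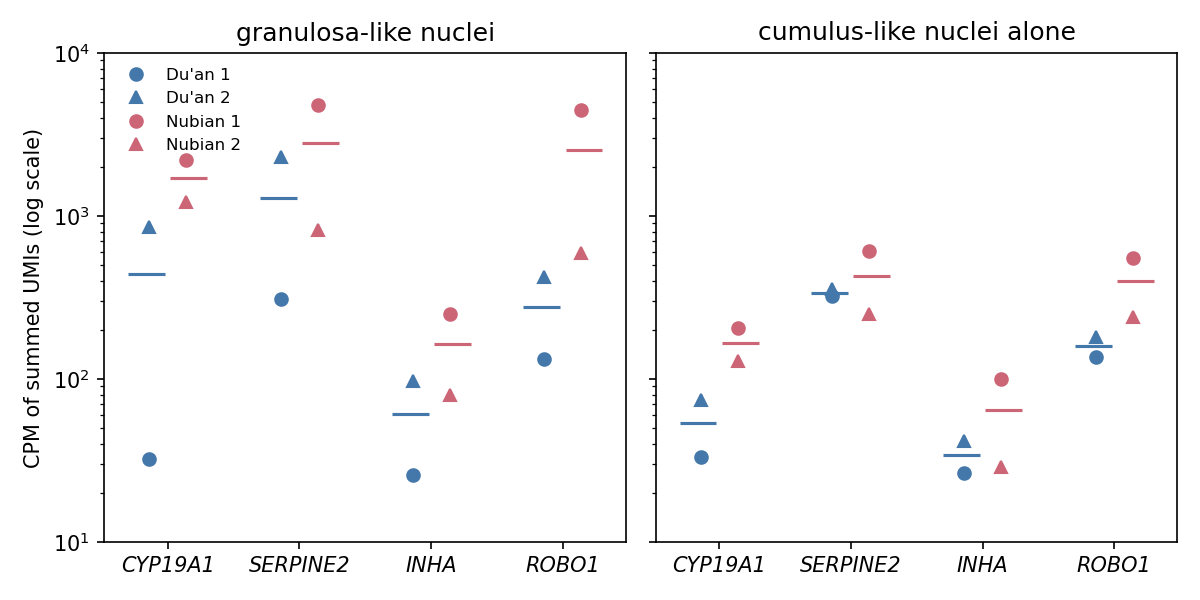
CPM (vertical axis, log scale) of CYP19A1, SERPINE2, INHA and ROBO1 in granulosa-like nuclei (left) and in cumulus-like nuclei alone (right), with 1 point per library and a line at the mean of each breed. CYP19A1 is at 32.2 and 851 CPM in the Du'an and at 2210 and 1223 CPM in the Nubian granulosa-like nuclei, and SERPINE2 and INHA overlap between breeds.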

GO analysis was performed on DEGs in the germ cells. 

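Matched only by the markers in the paper's text and figures, the clusters in the place of its germ cells were epithelial-like and ciliated-like, and only the epithelial-like class had enough nuclei in each goat for a test. There the list of 13 mitochondrially encoded OXPHOS genes had a median log2 fold change of -0.37, Nubian against Du'an, with 3 of 12 tested genes higher (camera from limma, adjusted p = 0.175). Without COX2, ATP8 and ATP6, which were near 0 in Du'an replicate 2, 1 of 10 was higher, with a median of -0.42 (camera adjusted p = 0.00474); this alternative was chosen after the data were seen. Without Nubian replicate 2, which held 392 of the 540 nuclei, the median of all tested genes was 0.39. RNA of mitochondrially encoded genes lies outside the nucleus, so carried cytoplasm cannot be told apart from a change in the cells. The list of nuclear OXPHOS genes had a median of -0.12, with 1 of 5 tested genes higher (camera adjusted p = 0.834), and that of cholesterol synthesis a median of -0.75, with 1 of 11 higher (camera adjusted p = 0.0187). Over the 132 combinations of list and class, 0 passed under fry or with an estimated correlation. Each camera value here is thus a ranking against other genes, not a test against the spread between goats. In the count of single genes, epithelial-like with ciliated-like nuclei gave 0 calls in edgeR and in DESeq2 and 95 of 6585 genes at an unadjusted p under 0.05.

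**Figure D3:**
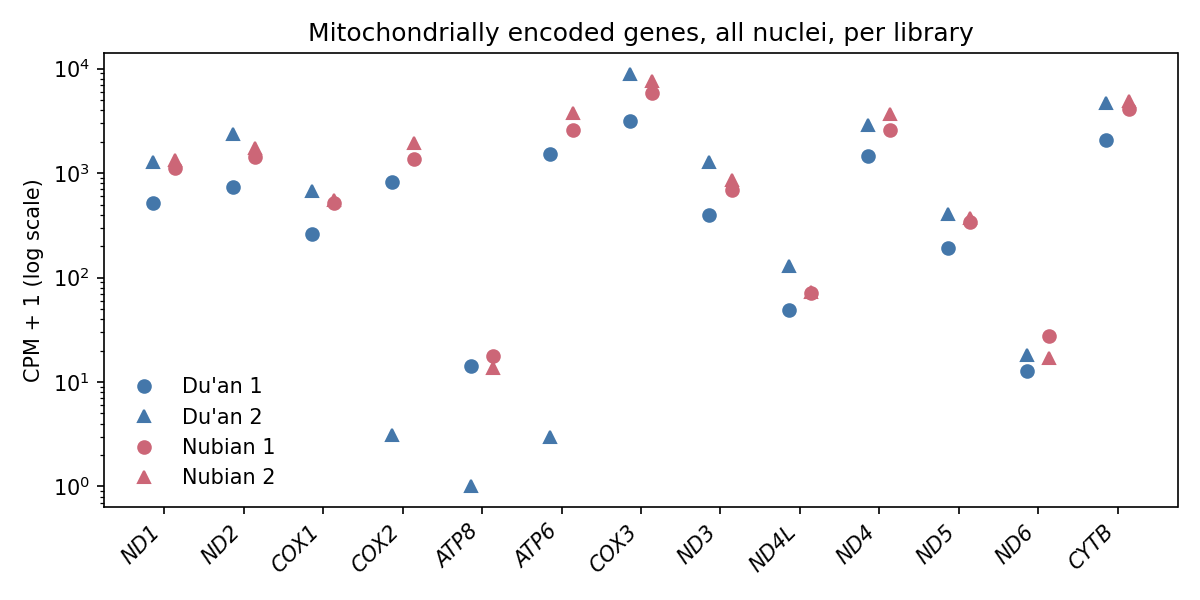
CPM plus 1 (vertical axis, log scale) of the 13 mitochondrially encoded protein genes in all nuclei before filters, with 1 point per library. COX2 has 2.10 CPM and ATP6 has 1.96 CPM in Du'an replicate 2, against at least 821 and 1536 CPM in each of the other libraries.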

Upregulated genes exhibited enrichment in the “electron transport chain: OXPHOS system in mitochondria”, whereas downregulated genes were enriched in the “PI3K-KT signaling pathway” and “metabolism of carbohydrates” (Figure 5C,D).

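Gene lists written by hand for the functions the paper names were tested by camera with a preset correlation of 0.01, which called 41 of 132 combinations of list and class at an adjusted p under 0.05. None of these held under fry or with an estimated correlation, so each camera value below is a ranking against other genes and not a test against the spread between goats. In granulosa-like nuclei the gonadotropin response list had a median log2 fold change of 0.36 with 20 of 26 genes higher in Nubian goats (camera adjusted p = 3.87e-05). The mitochondrially encoded OXPHOS list had a median of 0.74 with 12 of 13 genes higher (camera adjusted p = 2.18e-05; from 0.24 to 1.32 with a goat left out), and 0.48 with 9 of 10 higher without COX2, ATP8 and ATP6 (camera adjusted p = 0.00168). RNA of mitochondrially encoded genes lies outside the nucleus, so in libraries of nuclei it depends on cytoplasm carried into the droplets. The median mitochondrial share per kept nucleus was 0.733% and 1.17% in the Du'an and 2.17% and 1.14% in the Nubian libraries, so the breeds overlapped. For this list a change in the cells cannot be told apart from carried cytoplasm. For nuclear OXPHOS genes the median was 0.11 with 40 of 57 higher (camera adjusted p = 0.144). The 14 shared genes, as a list that the study chose on these samples, had a median of 1.40 (camera adjusted p = 1.71e-09).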

In GCs, upregulated genes exhibited enrichment in functions associated with the “negative regulation of follicle-stimulating hormone secretion”, “oxidative phosphorylation”, “response to gonadotropin”, and “cellular response to hormone stimulus”. Furthermore, the downregulated genes in GCs were enriched in functions pertaining to the “response to regulation of the canonical WNT signaling pathway” and the “MAPK signaling pathway”. 

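In granulosa-like nuclei the canonical WNT list had a median log2 fold change of -0.02, with 21 of 44 genes higher in Nubian goats (camera adjusted p = 0.806), and the MAPK list a median of -0.06, with 25 of 57 higher (camera adjusted p = 0.221). Neither passed the limit. Without Du'an replicate 1 the WNT list had a median of 0.15. Common progenitor-like nuclei had a WNT median of -0.16 (camera adjusted p = 0.0181). Their subcluster 1 took 937 of its 960 nuclei from Du'an replicate 1, and subcluster 2 took 2756 of 3312 from Nubian replicate 2. The breeds are therefore in part compared between subclusters.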

The downregulated genes were associated with WNT and MAPK signaling pathways, which play pivotal roles in GCs and follicular development (Figure 5C,D).

In internal theca cells, upregulated genes exhibited enrichment in functions including “tissue morphogenesis”, “response to gonadotropin”, and “cellular response to cholesterol”, while downregulated genes in internal theca cells were enriched in functions including “blood circulation” and the “MAPK signaling pathway”. These results were consistent with pathways enriched in GCs, thus validating the potential significance of the GnRH and MAPK signaling pathways as crucial regulators of heightened reproductive performance in Nubian goats. In addition, the upregulated genes were associated with the cholesterol response, which plays a vital role in follicular development (Figure 5C,D).

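Cycling granulosa-like nuclei, which carry the markers the paper plots for internal theca cells, had a median log2 fold change of 0.48 in the gonadotropin response list with 15 of 22 genes higher in Nubian goats (camera adjusted p = 0.0159), and of -0.09 without Nubian replicate 1. These nuclei formed a pair of subclusters split by goat, since subcluster 9 took 769 of its 817 nuclei from Nubian replicate 1 while subcluster 6 held most of those of the other goats, so the breeds are in part compared between subclusters. The cholesterol synthesis and uptake list had a median of -0.0047 with 9 of 19 higher, while the test leaned to higher levels (camera adjusted p = 0.959). The MAPK list had a median of 0.03 with 24 of 47 higher (camera adjusted p = 0.963). In theca-like nuclei the gonadotropin response list had a median of 0.33 with 12 of 16 higher (camera adjusted p = 0.00867).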

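In the main setting no comparison of breeds was made in fibroblast-like nuclei, which carry the markers the paper plots for external theca cells, such as COL1A1 and LUM. Nubian replicate 2 held 17 of them, under the limit of 20 nuclei per sum, and Nubian replicate 1 held 485 of the 575 in all. With a single Nubian goat left there is no replicate in that breed, and no gene count is given. Without doublet removal the class grew to 141 and 676 nuclei in Du'an replicates 1 and 2 and 1560 and 1062 in Nubian replicates 1 and 2. That setting kept 9999 instead of 9861 nuclei in Du'an replicate 2 and the same nuclei in the other libraries. Growth in those libraries therefore came from changed clusters and names, so the size of this class is not stable. Between breeds, edgeR called 0 of 10585 genes without doublet removal, with 128 at an unadjusted p under 0.05. DESeq2 was not run in that setting.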

In external theca cells, upregulated genes exhibited enrichment in functions including “blood vessel development”, “reproductive structure development”, “response to growth factors”, “cell morphogenesis involved in differentiation”, and “cellular response to oxygen levels”. Conversely, downregulated genes in external theca cells were enriched in functions such as “blood vessel development”, “response to growth factors”, “cellular component morphogenesis”, and “negative regulation of cell population proliferation”. Notably, the functions of “blood vessel development” and “response to growth factors” were significantly enriched among both upregulated and downregulated genes. This highlights that the external theca cells play a decisive role in the dynamic maintenance of dominant and subordinate follicles and decrease external theca cell proliferation. The latter could potentially contribute to an increased incidence of follicular atresia and reduced fecundity in Du’an goats (Figure 5C,D).

The upregulated genes in vascular endothelial cells were enriched in functions such as the “negative regulation of follicle-stimulating hormone secretion”, “proton transmembrane transport”, and “cell surface receptor signaling pathway involved in cell–cell signaling”. Furthermore, downregulated genes in these cells were associated with “circulatory system processes”, “regulation of body fluid levels”, and “extracellular matrix organization”. These results further validate that low-dose FSH in Nubian goats can stimulate follicle development and ovulation, which are regulated by positive and negative feedback from the hypothalamus–pituitary axis (Figure 5C,D).

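In blood endothelial-like nuclei the gonadotropin response list had a median log2 fold change of -0.13, with 11 of 24 genes higher in Nubian goats (camera adjusted p = 0.554). The nuclear OXPHOS list had a median of 0.60, with 47 of 52 genes higher (camera adjusted p = 1.84e-06), and of -0.06 without Nubian replicate 2. At the level of single genes, edgeR called 0, DESeq2 called 0, and 209 of 9756 had an unadjusted p under 0.05.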

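The extracellular matrix list had a median log2 fold change of 0.25 in blood endothelial-like nuclei, with 26 of 36 genes higher in Nubian goats (camera adjusted p = 0.0509). In granulosa-like nuclei its median was 0.44, with 25 of 37 higher (camera adjusted p = 0.0117).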

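No cluster was named stromal-like, so no sums of stromal nuclei were compared between breeds. The smooth muscle-like cluster in which the stromal markers came closest to the best list was kept in the smooth muscle-like class.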

In stromal cells, upregulated genes exhibited enrichment in functions such as “reproductive structure development” and “cell chemotaxis”. This suggests that active stromal cells undergo differentiation into external theca cells, thereby facilitating the healthy development of follicles in Nubian goats (Figure 5C,D).

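In smooth muscle-like nuclei the mitochondrially encoded OXPHOS list had a median log2 fold change of 0.71 with 13 of 13 genes higher in Nubian goats (camera adjusted p = 1.97e-08; from 0.26 to 1.08 with a goat left out), and of 0.66 with 10 of 10 higher without COX2, ATP8 and ATP6 (camera adjusted p = 9.77e-07). For the mitochondrially encoded list, cytoplasm carried into the droplets cannot be told apart from a change in the cells. The nuclear OXPHOS list had a median of 0.25 with 46 of 55 higher (camera adjusted p = 7.67e-05; from 0.0997 to 0.42 with a goat left out). The blood vessel list had a median of -0.05 with 15 of 33 higher (camera adjusted p = 0.301), and its direction changed at a resolution of 0.4, to 0.23. The gonadotropin response list had a median of 0.26 with 17 of 24 higher (camera adjusted p = 0.352), and of -0.38 without Nubian replicate 1.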

The upregulated genes in smooth muscle cells enriched two specific functions, namely “electron transport chain: OXPHOS system in mitochondria” and “angiogenesis”, while the downregulated genes were associated with “response to peptide hormone” and the “ovulation cycle”. These results demonstrate the provision of abundant nutrition for the development of ovarian follicles in Nubian goats (Figure 5C,D).

In immune cells, the upregulated genes exhibited enrichment in the “VEGFA-VEGFR2 signaling pathway” and the “regulation of intrinsic apoptotic signaling pathway”. Conversely, downregulated genes in the immune cells exhibited enhanced functions such as “lymphocyte activation” and a “positive regulation of leukocyte-mediated cytotoxicity”.

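In T- or natural killer-like nuclei the blood vessel list had a median log2 fold change of 0.50 with 10 of 16 genes higher in Nubian goats (camera adjusted p = 0.395). The pro-apoptotic list had a median of 0.03 with 11 of 22 higher, while the test leaned to lower levels (camera adjusted p = 0.750). In macrophage-like nuclei the blood vessel list had a median of 0.08 with 14 of 22 higher (camera adjusted p = 0.718) and the pro-apoptotic list a median of -0.06 with 11 of 25 higher (camera adjusted p = 0.317).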

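The lymphocyte activation list had a median log2 fold change of -0.14 in T- or natural killer-like nuclei, with 18 of 37 genes higher in Nubian goats (camera adjusted p = 0.442). In macrophage-like nuclei the median was -0.20, with 6 of 14 higher (camera adjusted p = 0.0430). Among single genes, T- or natural killer-like nuclei had 263 calls in DESeq2, 257 of them higher in Nubian goats, and 0 in edgeR, whose smallest adjusted p was 0.141. Du'an replicate 1 gave 120 nuclei of this class and Du'an replicate 2 gave 1602, and the sum of each goat counts as 1 sample.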

We further examined the expression patterns of the DEG *SERPINE2* (Figure 5E) in both polytocous and monotocous goats. 

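SERPINE2 stood at 311 and 2285 CPM in granulosa-like nuclei of Du'an replicates 1 and 2 and at 4786 and 821 CPM in those of Nubian replicates 1 and 2, so that the breeds overlapped. Its log2 fold change was 1.11 (standard error 1.19), and it was -0.66 without Nubian replicate 1. In cumulus-like nuclei the log2 fold change was 0.34, and -0.44 without that goat. The same goat gave 1674 of the 1777 nuclei of cumulus-like subcluster 5, so the breeds are in part compared between subclusters. Neither edgeR nor DESeq2 called SERPINE2 in these classes. The goats rank in the same order by the mural-like share of their granulosa-like nuclei, which was 0.484% and 39.7% in the Du'an and 72.8% and 30.5% in the Nubian libraries.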

A hub gene network analysis revealed that *SERPINE2* was closely associated with follicular development (Figure S2K). These results suggest that *SERPINE2* plays an essential role in facilitating the transition of follicles from dominance to successful ovulation. 

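The cell cycle list had a median log2 fold change of 0.32 in granulosa-like nuclei, with 32 of 44 genes higher in Nubian goats (camera adjusted p = 6.61e-04). That median fell to -0.05 without Du'an replicate 2 and to -0.29 without Nubian replicate 2. Cycling granulosa-like nuclei are kept apart from this class, so the cell cycle list there does not measure how many granulosa nuclei were in cycle. Cycling nuclei made up 2.11% and 2.57% of the Du'an and 5.48% and 2.91% of the Nubian libraries (two-sided exact permutation p = 0.3333, the smallest possible). The same list was at 1.34 in lymphatic endothelial-like nuclei with 18 of 20 higher (camera adjusted p = 1.52e-26), at 0.64 in smooth muscle-like nuclei (camera adjusted p = 1.53e-06) and at -0.68 in T- or natural killer-like nuclei with 2 of 26 higher (camera adjusted p = 2.10e-04). The nuclear OXPHOS list was highest in T- or natural killer-like nuclei, with a median of 1.34 and 51 of 54 genes higher (camera adjusted p = 6.50e-15).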

Altogether, our results underscore the significance of augmenting “ATP biosynthesis”, “cell proliferation”, and “cell response to hormone stimulation” to ensure the maintenance and development of dominant follicles, ultimately leading to increased ovulation rates and litter sizes in Nubian goats.

## 4. Discussion

This study presents a comprehensive single-cell transcriptomic atlas of the goat ovary during the estrus phase, elucidating gene expression profiles of distinct ovarian cell types and shedding light on the molecular mechanisms underpinning the remarkable prolificacy observed in goats. Our findings offer three noteworthy contributions. First, we elucidated gene expression signatures for 10 ovarian cell types and identified TF regulatory networks, hub genes, key pathways, and intercellular interactions. Second, we demonstrated three distinct gene expression patterns for GC subtypes and their dynamic regulatory mechanisms. 

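In granulosa-like nuclei the pro-apoptotic list had a median log2 fold change of 0.05, with 17 of 32 genes higher in Nubian goats (camera adjusted p = 0.9497), and the anti-apoptotic list a median of -0.05, with 4 of 14 higher (camera adjusted p = 0.278). The cholesterol list had a median of -0.06 there, with 9 of 23 higher (camera adjusted p = 0.882), and the blood vessel list a median of 0.13 (camera adjusted p = 0.734).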

Third, our analysis of prolificacy-associated alterations in gene expression revealed that the “downregulation of apoptosis”, “increased anabolism”, and “upstream responsiveness to hormonal stimulation” are associated with prolificacy. These functions are essential for the development and maturation of dominant follicles, increased ovulation in a single estrous cycle, and enhanced litter size per parity in Nubian goats. This study contributes to a deeper understanding of the molecular mechanisms underlying dominant follicle selection and the augmentation of fecundity.

The ovary is a heterogeneous and dynamic organ, and research on the characterization of ovarian cell composition and regulatory networks during specific stages of the menstrual/estrous cycle in mammals is limited. Notably, bulk-seq analysis fails to elucidate whether changes in ovarian physiology result from intrinsic molecular alterations or shifts in cell-type proportions [38]. Previous studies have generated cell atlases of the ovarian cortex in random physiological states across species, including humans [37], primates [29,39], and mice [40,41]. However, few studies have delved into the precise alterations in gene expression patterns in various ovarian cell types with regard to dizygotic births. Zengkuan Li (2021) employed scRNA-seq to reveal distinct expression profiles of GCs in ovarian follicles from goats with varying fecundity [42]. In this study, we employed snRNA-seq to successfully map the single-cell transcriptomic atlas of ovaries from polytocous and monotocous goats during the estrus phase. Our study yielded high-quality data for the in-depth analysis of gene expression patterns associated with prolificacy in ovarian cells and folliculogenesis at the single-cell level.

The cellular composition of the goat ovary was investigated, and 10 ovarian cell types were identified. Based on the unique scRNA-seq molecular signatures, the cell types and their hub gene regulatory networks were identified via WGCNA. The majority of canonical markers were confined to their respective islands, validating the robustness of our snRNA-seq approach and the reliability of our data. Although a certain proportion of ovarian germ cells were identified, conducting an accurate subtype analysis was impossible due to their small number. Therefore, spatiotemporal transcriptomic analysis of oocytes becomes imperative. Notably, GO enrichment analysis revealed significant enrichment of “the biological characteristics of sperm” in the germ cells, indicating similarities in gene expression patterns between spermatids and oocytes. This further supports the notion that the ovaries and testes may originate from a common primordial structure and represent bipotential gonads composed of multipotent somatic progenitor cells [29,43].

Multicellular organisms exhibit various cell types, each characterized by specific morphology and functions. The maintenance of these cell types relies on the orchestrated interplay between TFs and their target genes. The SCENIC algorithm can elucidate co-expression modules between TFs and their potential target genes. Employing the SCENIC algorithm, we established a network of regulons that were plausible candidates for sustaining cell-specific TF programs throughout our investigation. The results revealed several TFs specific to distinct cell types. For instance, FOXO3, NR3C1, and TEAD1 were found to be expressed in GCs, whereas vascular endothelial cells exhibited the specific expression of ELK3, ERG, and FLI1. 

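NR3C1 stood at 266 ± 43.4 CPM in granulosa-like nuclei and at 730 CPM in T- or natural killer-like nuclei (SD, n = 4 goats). Its log2 fold change in granulosa-like nuclei against the mean of the other classes was -0.23 in edgeR (adjusted p = 0.237) and -0.44 in DESeq2 (adjusted p = 2.17e-05). In blood endothelial-like nuclei ELK3 stood at 248 ± 28.4 CPM, ERG at 747 ± 91.0 CPM and FLI1 at 1325 ± 348 CPM, with log2 fold changes of 3.04, 5.29 and 5.05 (edgeR adjusted p = 6.91e-21, 8.48e-22 and 4.34e-27). ERG was among the markers that defined this class. In lymphatic endothelial-like nuclei ELK3, ERG and FLI1 were at 476 ± 121, 524 ± 52.3 and 718 ± 15.9 CPM, with log2 fold changes of 4.09, 4.68 and 4.16 (edgeR adjusted p = 1.25e-26, 1.66e-19 and 2.95e-23).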

The gene regulatory network activity scores at the single-cell level enabled the accurate identification of 10 cell types. In addition, a few TFs and their functions specific to various follicle stages or GCs were predicted, which have not been reported. These findings provide additional insights into the biological regulation of follicular development.

Currently, studies are focused on the interplay between niche and germline communication, which coordinately and reciprocally regulate folliculogenesis; however, information regarding the interactions among these signaling pathways is limited. Our study revealed the signaling pathways that synchronously and reciprocally regulate distinct cell types in the goat ovary, determining the ligands and their corresponding receptors originating from the reciprocal compartments. Initially, we analyzed the expression patterns of other components in these signaling pathways across the ovary. Additionally, we assessed heterogeneous gene expression associated with key signaling pathways, including Wnt, Notch, and TGF-β/BMP signaling pathways. Subsequently, a map of intercellular communication among each cell type was constructed. Through rigorous ligand–receptor analysis, various interacting links across the various cell types were identified. Multiple ligand–receptor pairs were identified in both follicle and niche cells, providing valuable insights into folliculogenesis regulation.

The molecular mechanisms underlying prolificacy in farm animals remain largely unknown. Here, we demonstrated that the Nubian goat’s ovarian prolificacy is linked to the cell-type-specific markers associated with the “downregulation of apoptosis”, “increase in anabolism”, and “upstream responsiveness to hormonal stimulation”. Studies have shown that a lack of functional mitochondrial aggregation can impede the follicle maturation process [44]. ATP is essential for FSH-induced GC proliferation during follicular development [45]. Furthermore, the maintenance of cell proliferation reduces follicular atresia by inhibiting apoptosis [46] and autophagy [47,48]. Previous studies have focused on the effects of hormones such as androgen, FSH [49,50], luteinizing hormone, estradiol, progesterone [51,52], anti-Müllerian hormone [53], thyroid hormones [54], and melatonin [55] on follicular development and ovulation. The findings have demonstrated the importance of hormones for follicular development. However, additional research is imperative to understand the cellular responses to hormone stimulation and utilize hormone drug dose dependence in the treatment of reproductive disorders such as POF, hypo-ovulation, and anovulation. Our findings show that *SERPINE2* plays an essential role during the transition of follicles from the dominant phase to successful ovulation. However, it should be noted that this conclusion warrants further validation. In summary, our findings provide novel insights into the genetic mechanisms underlying the prolificacy trait in goats and other mammals and elucidate potential molecular markers for enhancing prolificacy in breeding projects.

However, the current study has two limitations. Firstly, RNA techniques using single-cell suspensions lose information about the spatial relationships among cell types in target tissues; therefore, such data may be complemented by using spatial transcriptomics and/or proteomics and/or metabolomics. Secondly, although the mechanism derived in this study is based on scientific bioinformatics analytical methods, it has not been verified by molecular and cellular experiments. Further biological experiments are needed to elucidate the mechanisms behind the expression changes of these key genes and their biological functions in folliculogenesis.

## 5. Conclusions

In our study, we mapped the single-cell transcriptomic roadmap of the goat ovary and identified differences in the ovarian expression profiles between monotocous and polytocous goats. The prolificacy of goats was associated with cell-type-specific “downregulation of apoptosis”, “increased anabolism”, and “up-stream responsiveness to hormonal stimulation”. This study contributes to a broader understanding of cell identities, cell-type-specific gene signatures, and the regulatory network in the mammalian ovary. Moreover, our results provide new insights into the molecular mechanisms underlying the high reproductive rate of goats.

## Figures and Tables

**Figure 1:**
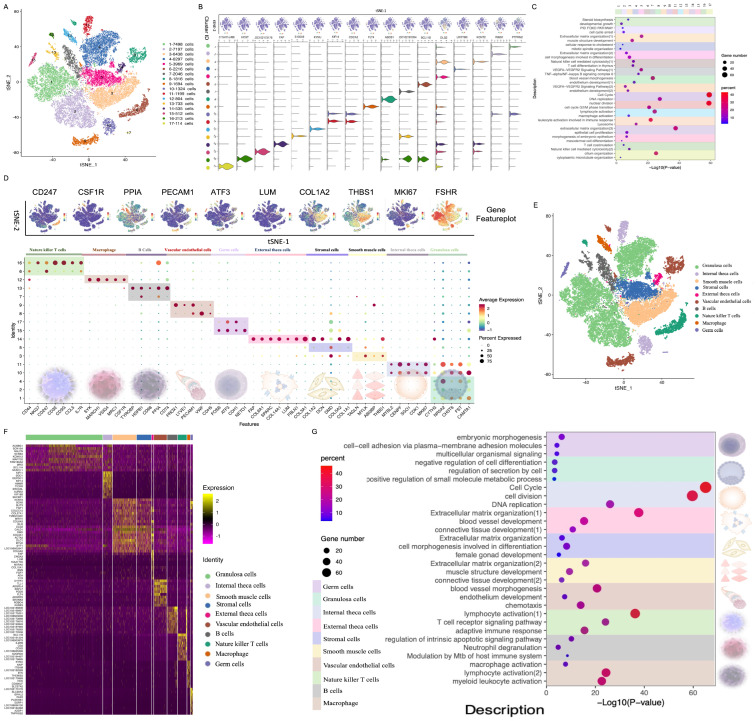
Single-nucleus transcriptomic atlas of the goat (*Capra hircus*) ovary. (**A**) t-SNE visualization of all cells, displayed with different colors for 17 distinct clusters. (**B**) Violin plots showing the expression of one representative differentially expressed gene for each cluster. (**C**) Representative Gene Ontology (GO) terms of the top 150 marker genes in each cluster. (**D**) Dot plot showing the expression of representative markers of each cell type. (**E**) t-distributed stochastic neighbor embedding (t-SNE) plot showing ten ovarian cell types. (**F**) Heatmap of the expression pattern of the top ten DEGs in each cell type. (**G**) Representative GO terms for the top 150 DEGs in each cell type.

**Figure 2:**
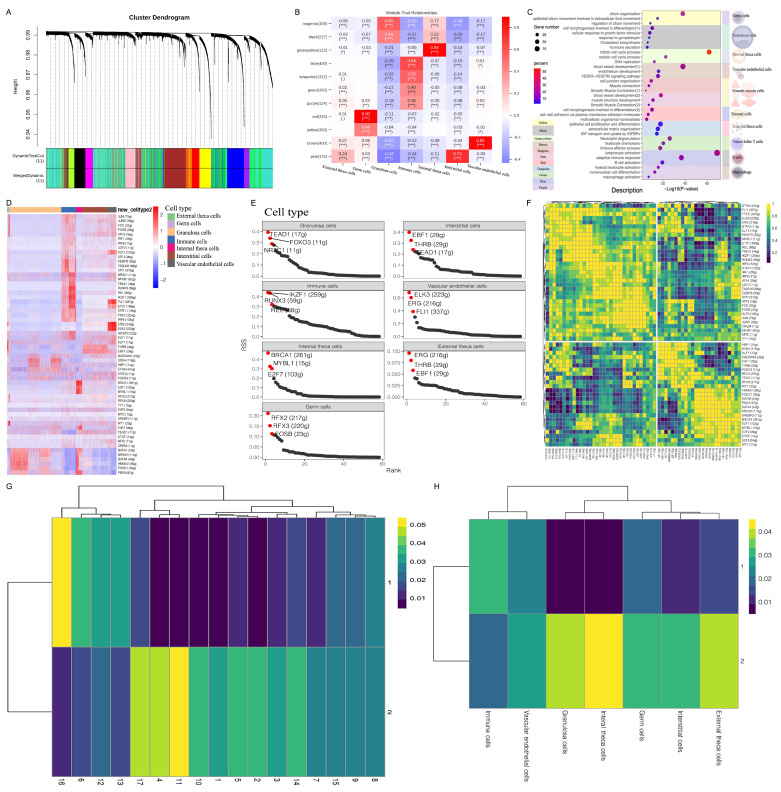
Identification of cell-type-specific hub genes and transcription factors by WGCNA and SCENIC analysis. (**A**) Dendrogram showing the gene co-expression network constructed by WGCNA. The color bar, labeled “Module colors”, beneath the dendrogram represents the module assignment of each gene. (**B**) The relationship between Modules and Seurat clusters. The upper numbers within each grid are the correlation between each module and Seurat cluster. The numbers in parentheses represent the *p*-values. * *p* < 0.05, ** *p* < 0.01 and *** *p* < 0.001. (**C**) Significantly enriched representative GO terms based on the genes in each module. (**D**) Specific distribution heatmap of regulons of all the cell types. The “regulon” refers to the regulatory network of TFs and their target genes. The numbers in parentheses next to the regulon names indicate the number of genes enriched in regulons. Abbreviation: g, gene. (**E**) Rank of the regulons in cell type based on regulon specificity score (RSS). (**F**) Heatmap for the CSI correlation clustering of the regulon module. The rows and columns represent regulons. The color changes from blue to yellow, indicating that the CSI correlation value changes from low to high. Regulons with high CSI values may have similar cellular functions and jointly regulate downstream genes. (**G**) Heatmap for the activity of the connection specificity index (CSI) module in each cluster, in accordance with Figure 1A. Rows represent the CSI modules, manually divided according to CSI clustering heatmap; columns represent different groups. The color changes from blue to yellow, indicating that the activity of the CSI module changes from low to high. The cell types corresponding to CSI modules with similar activity may have similar gene expression patterns and regulatory networks. (**H**) Heatmap for the activity of the CSI module in each cell type. Rows represent CSI modules, manually divided according to CSI clustering heatmap; columns represent different groups. The color changes from blue to yellow, indicating that the activity of the CSI module changes from low to high. The cell types corresponding to CSI modules with similar activity may have similar gene expression patterns and regulatory networks.

**Figure 3:**
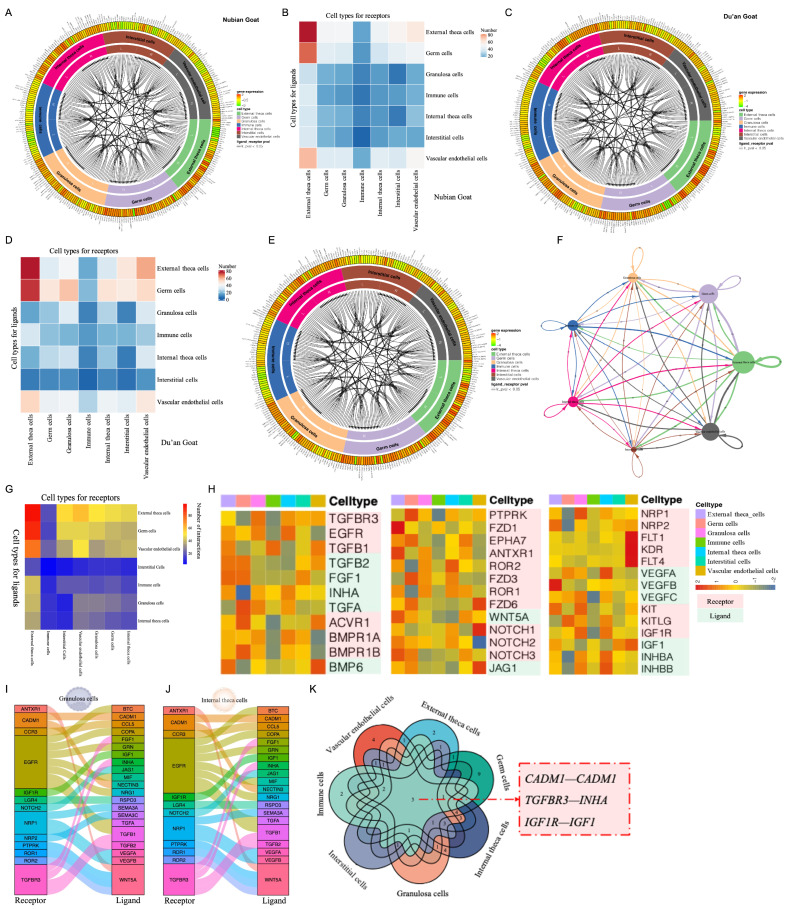
Ovary niche regulation based on ligand–receptor analysis. (**A**,**B**) Putative communications between differentially expressed receptors and ligands in the ovary and the corresponding ligands released from their niche cells of Nubian (**A**) and Du’an goats (**B**). Compartments represent cell types; their preferentially expressed receptors and ligands are labeled along the outer margin. (**C**,**D**) Heatmap of the total number of interactions between cell types of Du’an (**C**) and Nubian goats (**D**). (**E**) Putative communications between differentially expressed receptors and ligands in the ovary and the corresponding ligands released from their niche cells. Compartments represent cell types; their preferentially expressed receptors and ligands are labeled along the outer margin. (**F**) Network plots showing the ligand–receptor interaction events in each cell type with the niche cells of the ovary. Nodes are coloured by cell identity and sized by the number of interactions. Edge thickness indicates the number of interactions between the connecting cells. (**G**) Heatmap of the total number of interactions between cell types. (**H**) Gene expression signature of key signaling pathway components in goat ovary and their niche cells, including the expression of genes linked to *Wnt*, *VEGF*, *Notch*, and *TGF-β/BMP* signaling pathway. (**I**,**J**) Clues for interactions between GCs and External theca cells (**J**) and surrounding cells identified by CellphoneDB (**I**). (**K**) Venn diagram showing common receptor–ligand pairs between ovarian cells and surrounding cells. The numbers in the Venn diagram indicate the overlap numbers of receptor–ligand pairs between ovarian cells and surrounding cells.

**Figure 4:**
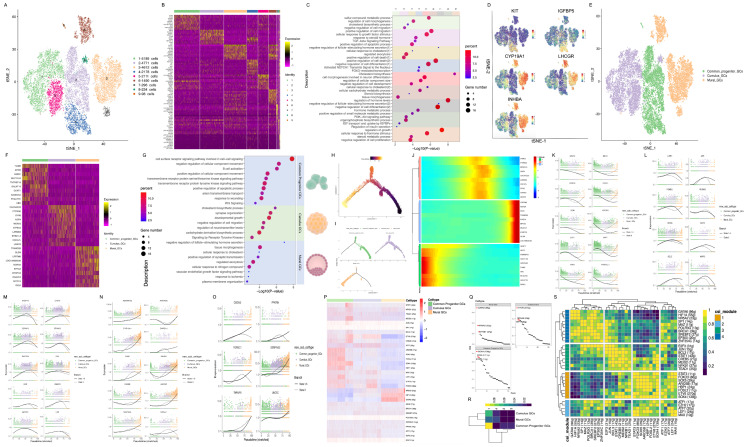
GC subtype identification and transcriptional signatures analysis of the goat ovary. (**A**) t-SNE visualization of GCs using different colors for nine distinct clusters. (**B**) Heatmap showing the expression of specific markers in each cluster. (**C**) Representative GO terms for the top 150 marker genes in each cluster. (**D**) t-SNE cluster map showing the expression of the candidate cell-type-specific markers on GCs. A gradient of blue to red indicates a low to high gene expression level. (**E**) t-SNE visualization of GCs using different colors for three subtypes. (**F**) Heatmap showing expression signatures of the top 10 specifically expressed genes in each GC subtype. (**G**) Representative GO terms of the top 150 marker genes in each GC subtype. (**H**) Cell trajectories on the pseudotime of GCs generated by Monocle 2. (**I**) Distribution of GC subtypes on the pseudotime trajectory. (**J**) Pseudo-temporal dynamics of pseudotime-dependent genes in three GC subtypes. Each row is normalized to its peak value over pseudotime. (**K**) Gene expression dynamics of representative genes of common progenitor GCs. (**L**,**M**) Gene expression dynamics of representative genes of cumulus GCs. (**N**,**O**) Gene expression dynamics of representative genes of mural GCs. (**P**) Specific distribution heatmap of regulons in three GC subtypes during GC differentiation. The “regulon” refers to the regulatory network of TFs and their target genes. The numbers in parentheses next to the regulon names indicate the number of genes enriched in the regulons. (**Q**) Rank for regulons in three GC subtypes during GC differentiation based on regulon specificity score (RSS). (**R**) Heatmap for the activity of CSI module in each GC subtype during folliculogenesis. Rows represent CSI modules manually divided according to CSI clustering heatmap; columns represent different groups. The color changes from blue to yellow, indicating that the activity of the CSI module changes from low to high. The cell types corresponding to CSI modules demonstrating similar activity may have similar gene expression patterns and regulatory networks. (**S**) Heatmap for the CSI correlation clustering of regulon modules. The rows and columns represent the regulons. The color changes from blue to yellow, indicating that the CSI correlation value changes from low to high.

**Figure 5:**
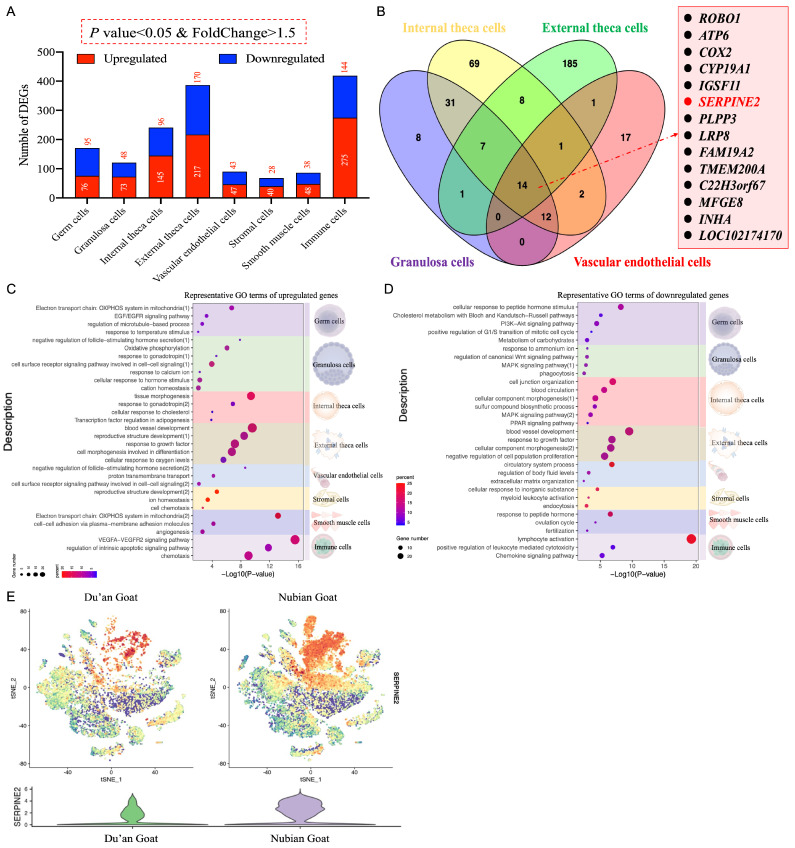
Differences in ovarian cell expression profiles between the polytocous and monotocous goats. (**A**) Histogram showing the distribution of DEGs between Nubian and Du’an goats in each cell type: red boxes correspond to upregulated DEGs; blue boxes correspond to downregulated DEGs in each cell type. (**B**) Venn diagram showing the intersection of DEGs in the internal and external theca cells, GCs, and vascular endothelial cells; the intersection of DEGs is represented on the side. (**C**) Representative GO terms of upregulated genes enriched between Nubian and Du’an goats in each cell type. (**D**) Representative GO terms of downregulated genes enriched between Nubian and Du’an goats in each cell type. (**E**) t-SNE cluster map showing *SERPINE2* expression between Nubian and Du’an goats. A gradient of blue to red indicates the low to high gene expression profile. Violin plots show the expression of the candidate cell-type-specific markers of GCs in 17 clusters.

## Data Availability

The single-cell RNA sequencing data in this study have been deposited in the NCBI GEO database under accession code “GSE207023 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE207023; accessed on 11 February 2023)”. All other relevant data supporting the key findings of this study are available within the article and its Supplementary Materials or from the corresponding author upon reasonable request.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cimb46030147/s1, Table S1: Summary information of sample data identified by CellRanger; Figure S1: The cluster-to-cluster distances between cells; Figure S2: Hub network analysis of each module by WGCNA; Figure S3: Ovarian niche regulation based on ligand–receptor analysis; Figure S4: Clues for interactions between vascular endothelial cells, interstitial cells, immune cells, external theca cells, germ cells, and surrounding cells identified by CellphoneDB.

How the deposited data were processed for this re-analysis (not part of the article)

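Ovary nuclei of 2 Nubian and 2 Du'an goats at estrus were measured by droplet single-nucleus RNA sequencing, with 1 library per goat. For each library the authors deposited a matrix of UMI counts per gene and nucleus, made with Cell Ranger, filtered to nuclei and not normalized. The paper names version 5.0.0 of that software and the header of the matrices another version, and neither the reads nor the mapping was examined. The paper gives the genome by an assembly number only, the RefSeq table used for names is of assembly ARS1.2, and no coordinates are printed. The files name genes by symbol, and locus tags without a symbol were looked up in that table. The authors also deposited a table of marker genes of 3 GC subtypes and a table of marker genes of 4 follicle stages. In both tables the authors give the fold change as a natural log, a p-value before and after adjustment, and the share of nuclei in which a gene was seen. The base of the logarithm was checked against the counts: the median ratio to a natural-log fold computed from them was 1.01, 0.977 and 1.05 for common progenitor, cumulus and mural GCs, with Pearson's r across genes of 0.995, 0.977 and 0.998, where genes are not independent replicates. The shares in these tables were read as fractions and printed as percent, and the authors' adjusted p-values rest on nuclei as replicates and were not used as a test.

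Nuclei were filtered within each library after the paper's methods: UMI and gene counts within the mean plus or minus 2 SD on the linear scale, at most 20% of UMIs on mitochondrially encoded genes, and Scrublet (through scanpy 1.11.5) with an expected doublet rate of 10% and its automatic threshold. The doublet caller marked 0, 151, 0 and 0 nuclei in Du'an replicates 1 and 2 and Nubian replicates 1 and 2, too few for a working caller. Of the 28944 genes, the 19708 seen in at least 5 kept nuclei entered the clustering. Kept nuclei held 29800057 and 46262398 UMIs in the Du'an and 54540864 and 36657983 in the Nubian libraries. Counts were log-normalized to 10000 UMIs, 2000 variable genes were chosen without the genes named in the paper or the markers, the share of mitochondrial UMIs was regressed out, and 30 principal components with 20 neighbours gave Leiden clusters (leidenalg 0.10.2, igraph 0.11.9) at a resolution of 0.8. A cluster took the name of the marker list with the highest mean log2 fold, if at least 3 of its markers were up (10 CPM and a log2 fold of 1) and that mean was at least 0.5. These limits were set after the data were seen, and clusters 9, 15 and 17 and granulosa subcluster 11 stayed without a name under them. Clusters 4 and 8, with under 3 markers up, were placed in the granulosa set because at least 2 of their 10 leading genes are among the leading genes of the deposited subtype table. The granulosa set was clustered again at a resolution of 0.5 and named from 1421, 1330 and 1150 genes of the deposited subtype table, without the genes the paper names. A subcluster whose cycling markers had a mean log2 fold of at least 1.5 was called cycling.

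The marker lists, the rule for named genes, the tests and the alternatives were chosen before the data were examined, apart from those said to be chosen later. The rule named every gene in the paper's results or discussion text, whose values in the paper were seen, and up to 3 genes in each direction per class among genes called between breeds without overlap of the goats, which added none since edgeR called none. A class against the others, and a GC subtype against the others, was tested by edgeR 4.0.16 (quasi-likelihood, TMM, R 4.3.3) on UMI counts summed per goat and class, with the goat as a block and Benjamini-Hochberg adjustment. That fit took 49 sums of 13 classes and 14813 genes, and the fit of subtypes 11 sums and 13228 genes. Breeds were compared in each class by the same tool, 2 goats against 2, after edgeR's filter on low counts, and an adjusted p under 0.05 was the limit. Lists for the functions the paper names were tested by camera (limma 3.58.1) with a preset correlation of 0.01: mitochondrially encoded OXPHOS, nuclear OXPHOS, gonadotropin response, canonical WNT, MAPK, cell cycle, extracellular matrix, cholesterol synthesis and uptake, blood vessel development, lymphocyte activation, anti-apoptotic and pro-apoptotic genes, and the 14 genes the paper shares between cell types. Shares of nuclei were compared by two-sided exact permutation tests, in which 2 goats against 2 make 3 splits and allow no p under 0.333, with exact 95% binomial intervals. Intervals and limits from counts of 0 cover counting error only. Hub genes were followed in sums of 20 nuclei and set against 10000 random lists. Detection of ligands and receptors used nuclei thinned to 1000 UMIs and a limit of 10% of nuclei, in classes with at least 20 nuclei of that depth in each library.

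Each procedure was tested on simulated data. For breeds, 200 genes of each class were changed by a known fold. In granulosa-like nuclei 0% were recovered at a log2 fold of 1, 33.0% at 2 and 81.5% at 3. In T- or natural killer-like nuclei these shares were 0%, 60.5% and 94.5%, and in smooth muscle-like nuclei 0.50%, 64.5% and 96.0%. They were 0.50%, 3.0% and 76.0% in epithelial-like and 0%, 49.5% and 85.5% in cycling granulosa-like nuclei. Of the genes called at 2 in these classes, 7.86% to 16.8% were unchanged ones, although the limit on the adjusted p was 0.05. In common progenitor-like nuclei 0% were recovered at 1 and 2 and 74.5% at 3. A fold of 3 was added after recovery at 2 had been seen. For levels, 96.0% of 200 genes with a log2 fold of 2 were recovered in the granulosa-like class and 91.5% in the common progenitor-like subtype. Of 10 shifted lists 9 were called, as were 4 of 113 that were not shifted. The genes of these lists were simulated independently of each other. The rate of false calls where the genes of a list vary together was therefore not measured. For hub genes a true mean correlation of 0.390 came out as 0.376, and random thinning gave 26.1% against an expected 26.1%. The pseudotime of scanpy failed this test, with Spearman's rho of 0.0478 against the true order of 1500 simulated nuclei, because it gives no weight to diffusion components with an eigenvalue near 1. All components were therefore weighted, which gave a rho of 0.998, and on the goat nuclei both forms gave the same order.

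Alternatives were DESeq2 1.42.0, no filter on low counts, the replicate number as a block, the paper's thresholds on sums per goat, a fold limit with complete separation of the goats, each goat left out in turn, other clustering resolutions (0.4 and 1.2), a filter on the log scale, no doublet removal or removal of the 10% highest doublet scores, values centred within libraries, named genes kept among the variable genes, fry and camera with an estimated correlation, sums of 50 nuclei, other depths and limits of detection, and the 2000 genes with the highest mean. Added after the data were seen were a crossed pairing of goats, granulosa-like with common progenitor-like nuclei, epithelial-like with ciliated-like nuclei, the mitochondrial list without 3 genes, and hub genes in the granulosa set alone or in granulosa-like nuclei alone. The co-expression modules, regulons, CellPhoneDB scores, Monocle trajectories and enrichment tools of the paper were not run. For some genes that the paper names, no value is reported here. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, anndata 0.12.19, scikit-learn 1.9.0 and matplotlib 3.10.9 were used.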

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

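All tests in this part were chosen only after the results were seen. Lymphatic endothelial-like nuclei, a class the paper does not report, held 6637 UMIs of PROX1 and 7214 of CCL21, which is a signal in genes outside those the paper discusses. Both genes are markers that helped to name the class, so their height in it is partly by construction. PROX1 stood at 1391 ± 255 CPM there (SD, n = 4 goats), at 60.2 CPM in blood endothelial-like and at 6.66 CPM in granulosa-like nuclei, and CCL21 at 1812 ± 1028, 12.2 and 7.45 CPM. RNA carried over from other classes is argued against as the source by these lower levels in every other class looked at. All 4 goats showed both genes, and no comparison of breeds in them was planned. No biological explanation was tested, since the design names none for this class.

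Theca-like nuclei held 290 UMIs of CYP11A1 (LOC102173131) and 114 of CYP17A1 (LOC102182663), steroidogenic genes that the paper does not discuss and that helped to name the class. CYP11A1 stood at 340 ± 131 CPM there and 40.8 CPM in granulosa-like nuclei, and CYP17A1 at 122 ± 45.6 and 0.188 CPM (SD, n = 4 goats). STAR, at 23.1 CPM, rested on 23 UMIs and INSL3 on 11 UMIs, so little can be read from them. The class has 271 nuclei in all, which limits each value. No biological explanation was tested.

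HBBC, a globin gene the paper does not discuss, had 1849 UMIs in Du'an replicate 2 against 15 in Du'an replicate 1, 1 in Nubian replicate 1 and 0 in Nubian replicate 2. The depth of the libraries is argued against as the source, since the total of Nubian replicate 1 is higher. Whether blood in the tissue, another haplotype of the gene cluster or a shift in read assignment lies behind it was not tested, and breed stays untested because the other Du'an goat does not share the signal. The same goat held almost all UMIs of LOC102175876 (10844 UMIs), LOC102168680 (6266), LOC102184389 (5991) and LOC102168959 (3591), which were chosen after their values were seen.

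The authors' deposited table of follicle stages holds 5452 entries, a signal in a file the paper's text does not report on. Each entry is a gene under a stage: 1461 for primordial, 1457 for primary, 1305 for secondary and 1229 for antral follicles. Some genes have entries under several stages, such as FSHR under primary and secondary, so the table lists fewer different genes than entries. The entries come from the authors' comparisons of nuclei, with nuclei as replicates, and no library of the series is labelled by stage. The stages were not set against the counts, because the nuclei of each stage are not listed, so no technical or biological explanation was tested.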

How the results depend on the processing

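The crossed pairing, the combined classes, the shortened mitochondrial list and hub genes in the granulosa set or in granulosa-like nuclei alone are tests chosen only after the results were seen. Over 187 results and 2208 values under an alternative, 1956 kept direction and side of the threshold or moved within their spread, 109 moved further, 58 reversed, 51 were weaker and 34 stronger. Unless said otherwise, the cause of a change was not tested.

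Numbers of genes that differ between breeds, 0 by edgeR in each class, are given in the order T- or natural killer-like, blood endothelial-like, common progenitor-like, cycling, epithelial-like, granulosa-like, lymphatic endothelial-like, macrophage-like, pericyte-like, smooth muscle-like, theca-like and cumulus-like. They were 577, 77, 187, 258, 5, 6, 109, 182, 28, 222, 2 and 4 without a filter on low counts. By the paper's thresholds on sums per goat they were 1127, 209, 199, 192, 66, 423, 333, 576, 182, 397, 93 and 245, and by a fold over 0.58 with complete separation 2312, 1103, 1192, 940, 699, 1398, 1097, 1800, 554, 1139, 515 and 771. Neither of these last rules adjusts for the number of genes, and the second has no test. DESeq2 called 263 in T- or natural killer-like, 36 in granulosa-like, 15 in macrophage-like, 15 in cumulus-like, 10 in smooth muscle-like and 1 each in common progenitor-like, cycling and lymphatic endothelial-like nuclei, and 0 in the others. Its calls in granulosa-like and cumulus-like nuclei include LOC102168680 and LOC102168959, found there in Du'an replicate 2 alone. With each goat left out, where the lone goat is assumed to vary like those of the other breed, the range was 0 to 618 in T- or natural killer-like, 0 to 51 in blood endothelial-like, 0 to 1 in common progenitor-like, 0 to 268 in cycling, 0 to 26 in epithelial-like, 1 to 104 in lymphatic endothelial-like, 0 to 3 in macrophage-like, 8 to 46 in pericyte-like, 0 to 7 in smooth muscle-like and 1 to 20 in theca-like nuclei. The highest count came without Nubian replicate 1 in T- or natural killer-like, blood endothelial-like, common progenitor-like and epithelial-like nuclei, without Nubian replicate 2 in cycling, lymphatic endothelial-like and smooth muscle-like nuclei, without Du'an replicate 1 in macrophage-like and theca-like nuclei and without Du'an replicate 2 in pericyte-like nuclei. Granulosa-like and cumulus-like nuclei stayed at 0.

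The replicate numbers were not taken as pairs: in the deviations from the breed means, goats with the same number had correlations of -0.361 to 0.247 over the classes, with no common direction. With that number as a block edgeR called 1 gene in epithelial-like nuclei and the MAPK list in cycling nuclei had a median log2 fold change of 0.037, with the test leaning the other way. With the goats crossed, edgeR called 105 genes in T- or natural killer-like nuclei and camera called 48 lists.

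Of the gene lists, camera called 41 of 132 with its preset correlation, 0 with an estimated correlation and 0 by fry, and between 34 and 56 with a goat left out. The lean of the test reversed for some lists with a median near 0. The cholesterol list in cycling nuclei was at 0.0091 at a resolution of 0.4, -0.067 with the log-scale filter, 0.035 without doublet removal and -0.0074 with named genes kept, the MAPK list there at 0.039 with the log-scale filter and 0.034 by fry, and by fry the pro-apoptotic and lymphocyte lists in T- or natural killer-like nuclei were at 0.035 and -0.14. The blood vessel list in smooth muscle-like nuclei was at 0.23 at a resolution of 0.4, 0.28 with the log-scale filter and 0.16 when centred within libraries, and the gonadotropin response in blood endothelial-like nuclei at 0.20 with the highest doublet scores removed. With each goat left out, the medians ranged from -1.77 to 0.39 for mitochondrial OXPHOS in epithelial-like nuclei, in granulosa-like nuclei from -0.10 to 0.15 for WNT and from -0.29 to 1.04 for the cell cycle, and in cycling nuclei from -0.088 to 0.81 for the gonadotropin response, from -0.40 to 0.29 for cholesterol and from -0.0079 to 0.14 for MAPK. They ranged from -1.25 to 0.44 for the gonadotropin response and from -0.056 to 1.10 for nuclear OXPHOS in blood endothelial-like nuclei, from -0.35 to 0.066 for vessels and from -0.38 to 0.75 for the gonadotropin response in smooth muscle-like nuclei, from 0.27 to 0.81 for vessels, from -0.16 to 0.33 for pro-apoptotic genes and from -0.64 to 2.92 for the 14 shared genes in T- or natural killer-like nuclei, and from -0.094 to 0.44 for vessels in macrophage-like nuclei. Nubian replicate 1 decided the sign for the shared genes in T- or natural killer-like nuclei and the gonadotropin response in cycling nuclei, Nubian replicate 2 that for nuclear OXPHOS in blood endothelial-like nuclei, and the loss of Du'an replicate 2 or Nubian replicate 2 reversed the cell cycle list in granulosa-like nuclei.

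Between breeds, the log2 fold change with a goat left out ranged from -0.66 to 3.18 for SERPINE2, from -1.55 to 1.15 for FAM19A2 and from -0.11 to 1.80 for LOC102174170 in granulosa-like nuclei. In cumulus-like nuclei it ranged from -0.44 to 0.83 for SERPINE2, from -0.23 to 1.98 for PLPP3, from -1.41 to 0.35 for FAM19A2, from -0.78 to 1.05 for TMEM200A, from -0.036 to 1.80 for MFGE8, from -0.26 to 1.54 for INHA and from -0.045 to 0.57 for LOC102174170. The lowest value of each came without Nubian replicate 1, the goat that holds most of cumulus-like subcluster 5.

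Among levels, FOXO3 in granulosa-like nuclei, at -0.01, was at 0.074 and 0.22 at resolutions of 0.4 and 1.2, 0.042 with the log-scale filter, 0.16 without doublet removal, 0.13 with the highest doublet scores removed, 0.016 when centred, 0.085 with named genes kept, and from -0.13 to 0.12 with a goat left out. Centring put MYBL1 in theca-like nuclei at 0.19 and NR5A2 in cumulus-like nuclei at 0.10, and leaving out a goat gave -1.69 to 0.55 for E2F7 in theca-like nuclei and -0.33 to 0.0064 for NR5A2. Of the regulon genes NR2C1, FOXO3, TEAD1 and NR3C1, DESeq2 called 1 higher, NR2C1, and NR3C1 lower. ARID5B and HBP1 were both called (2 of 2) at resolutions of 0.4 and 1.2, with the log-scale filter, when centred and by DESeq2. Of the 4 cumulus genes IGFBP2, CHST8, RERG and EDA, 0 to 2 were called with a goat left out, the fewest without Du'an replicate 2.

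A resolution of 0.4 gave 15 clusters. The difference in share was 5.89 points for fibroblast-like nuclei without doublet removal and 0.341 points for lymphatic endothelial-like nuclei at a resolution of 1.2. Without doublet removal only Du'an replicate 2 gained nuclei, so fibroblast-like growth in the other libraries came from changed clusters and names. Combinations of ligand and receptor in Du'an, Nubian and both breeds were 514, 553 and 428 without thinning, 58, 47 and 38 at 500 UMIs, 317, 454 and 288 at a limit of 5% and 43, 33 and 24 at 20%. The settings without thinning and at 500 UMIs cover 11 classes and 2662 combinations. Pooled by breed, Nubian libraries had more combinations in all settings but those at 500 UMIs and at 20%. Of the single libraries, each Nubian one had more than each Du'an one at 500 UMIs, but Du'an replicate 1, with 54, had more than both Nubian ones (42 and 43) at 20%, as did Du'an replicate 2, with 634 against at most 558, without thinning. With the 2000 highest genes the correlations with granulosa-like nuclei were 0.944 for cycling, 0.759 for common progenitor-like, 0.676 for theca-like and 0.462 for fibroblast-like nuclei. Cycling nuclei were at 0.963 with the log-scale filter, and fibroblast-like nuclei at 0.898 with the highest doublet scores removed and 0.907 with named genes kept. Those fibroblast-like values come from Nubian replicate 1 alone, where the main setting also gave 0.907. With named genes kept, cumulus-like nuclei followed common progenitor-like nuclei in 2 libraries, and in 3 at a resolution of 0.4, with the log-scale filter, without doublet removal and with the highest doublet scores removed.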

Differences from the paper's values

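The paper's number of genes per nucleus before filters is 5230, and the deposited matrices hold 1621 on average (1620.91), with a range of 1512 to 1840 over the goats. What the paper's 5230 counts was not checked here against a table of the authors. No alternative changes the nuclei before filters, so none has a value within the paper's.

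A count is said to fall within the paper's when the larger of the 2 is at most 1.5 times the smaller. The paper's numbers of genes that differ between breeds were read by eye from Fig. 5A, and its test takes nuclei as replicates, while the counts given here take goats, 2 against 2. For GCs the paper shows about 73 genes higher and about 48 lower in Nubian goats in Fig. 5A, read by eye, against 0 and 0 by edgeR in granulosa-like nuclei, with 449 of 13899 genes at an unadjusted p under 0.05. This class leaves out common progenitor-like nuclei, which the paper counts among GCs. DESeq2 gave 21 higher and 15 lower, no filter on low counts 4 and 2, the paper's thresholds on sums per goat 237 and 186, and a fold limit with complete separation 780 and 618. In sums of granulosa-like with common progenitor-like nuclei, added after the data were seen, edgeR gave 0 and 0, with 366 of 14709 genes at an unadjusted p under 0.05, DESeq2 14 and 11, the paper's thresholds 174 and 180, and a fold limit with complete separation 683 and 575. None of these falls within the paper's values for GCs. For internal theca cells the paper shows about 150 higher and about 96 lower in Fig. 5A, read by eye, against 0 and 0 in the cycling class that carries its markers, with 201 genes at an unadjusted p under 0.05 and 0 higher and 1 lower by DESeq2. Without the filter on low counts the numbers were 173 and 85, and without Nubian replicate 2, where the breeds come mostly from different subclusters, they were 124 and 144, and both settings fall within the paper's. The paper's thresholds on sums per goat gave 81 higher, which does not, and 111 lower, which does, and the other alternatives do not.

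For smooth muscle cells the paper shows about 48 higher and about 38 lower in Fig. 5A, read by eye, against 0 and 0 by edgeR, with 440 genes at an unadjusted p under 0.05. DESeq2 gave 5 and 5, no filter on low counts 141 and 81, the paper's thresholds on sums per goat 230 and 167, and a fold limit with complete separation 661 and 478, and no alternative set before the data were examined falls within the paper's values. For germ cells the paper shows about 76 higher and about 95 lower in Fig. 5A, read by eye, against 0 and 0 by edgeR in epithelial-like with ciliated-like nuclei, the clusters in their place, with 95 genes at an unadjusted p under 0.05 and 0 by DESeq2. Without the filter on low counts there were 6 and 1, by the paper's thresholds on sums per goat 49 and 46, with complete separation 515 and 483, and with 1 goat left out at most 8 and 5. None of these falls within the paper's values.

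The paper lists 14 genes as higher in Nubian goats in 4 cell types. All 14 were higher in each of the 8 classes in which all were tested, but none passed the adjusted limit in any class by edgeR or DESeq2 with all goats. By the paper's thresholds on sums per goat, ROBO1 was listed in 6 classes and PLPP3 in 5. With 1 goat left out, some of the 14 were called in single classes: COX2 and ATP6 without Du'an replicate 1 in T- or natural killer-like, both kinds of endothelial-like, macrophage-like, pericyte-like, theca-like and epithelial-like nuclei, and in pericyte-like nuclei also without Nubian replicate 2. Without Nubian replicate 2, ROBO1 was also called in T- or natural killer-like, cycling, lymphatic endothelial-like, pericyte-like and smooth muscle-like nuclei, SERPINE2 in cycling, epithelial-like and pericyte-like nuclei, and INHA in cycling, lymphatic endothelial-like, pericyte-like and theca-like nuclei. IGSF11, LRP8, PLPP3, FAM19A2, TMEM200A, CYP19A1, MFGE8 and LOC102174170 were each called without that goat in at least 1 of the cycling, lymphatic endothelial-like, pericyte-like, theca-like or combined epithelial-like and ciliated-like sums. Without Du'an replicate 2, pericyte-like nuclei gave calls of ROBO1, IGSF11, SERPINE2, INHA, FAM19A2, TMEM200A, CYP19A1, C22H3orf67 and LOC102174170. None was called in granulosa-like nuclei.

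The paper lists B cells and stromal cells among the cell types. No cluster here had the B cell list as its best list in any setting, and a stromal-like class appeared only with the named genes kept, with 4888 nuclei. It places germ cells in clusters whose counterparts here, matched only by markers in its text and figures, carry epithelial or ciliary genes, and 2 of 10 oocyte genes had no UMI in any nucleus. In sums of unequal depth, the theca-like cluster ranked 8th, 5th, 10th and 5th in likeness to granulosa-like nuclei in the 4 libraries. Over the 2000 genes with the highest mean those ranks were 4th, 3rd, 2nd and 3rd. The paper names internal theca cells from genes that mark cycling nuclei here. Of the factors it places in GCs, a wider group than the granulosa-like class since it includes common progenitor cells, NR2C1 and TEAD1 were higher in granulosa-like nuclei, with log2 fold changes of 0.40 and 0.39, FOXO3 was not (-0.01) but was called higher by edgeR in common progenitor-like nuclei (0.51), and NR3C1 was not (-0.23, edgeR adjusted p = 0.237). DESeq2 called NR3C1 lower at -0.44 and did not call TEAD1, at 0.18 (adjusted p = 0.174). It places BRCA1, MYBL1 and E2F7 in internal theca cells, which holds for the cycling class with log2 fold changes of 3.95, 4.33 and 3.85 and not for theca-like nuclei with -1.57, -2.14 and -0.70. In mural-like nuclei NFKB1 was not higher (0.30), and in cumulus-like nuclei ETV6, NR5A2 and ATF7 were not (0.12, -0.15 and 0.30). CHST8, a cumulus marker of the paper, was not called by edgeR in cumulus-like nuclei (1.16, adjusted p = 0.0747), but DESeq2 called it, as did edgeR at resolutions of 0.4 and 1.2 (1.17 and 1.35), with the log-scale filter (1.19), with the highest doublet scores removed (1.31), when centred (1.44) and with named genes kept (1.196). ARID5B in common progenitor-like nuclei was not called by edgeR (1.23, adjusted p = 0.0530), but DESeq2 called it, as did edgeR at resolutions of 0.4 and 1.2, with the log-scale filter and when centred. The mural markers of the paper were called higher here in 7 of 7 genes and its common progenitor markers in 4 of 4. The subtypes were named from other genes of the authors' own subtype table, so this outcome is in part built in. Each mural-like subcluster was also held mostly by a single goat. IGF1 in GCs, WNT5A in GCs and JAG1 in GCs, which the paper lists as expressed there, were at 0.397%, 0.200% and 0.316% of thinned granulosa-like nuclei, below the limit of 10%, and in common progenitor-like nuclei at 0.314%, 3.05% and 2.81%. KIT in GCs, at 1.90% in granulosa-like nuclei, was also below it, but reached 11.6% in common progenitor-like nuclei, which the paper counts among GCs.

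The paper finds external theca cells highest in ligand-receptor links, and blood endothelial-like nuclei led here with 40 combinations on the ligand side, while fibroblast-like nuclei were left out for want of nuclei. It finds no marked difference in communication between breeds. Here 100 of the combinations were shared, 5 were in Du'an alone and 77 in Nubian alone. The Du'an goats shared 81.3% of theirs and the Nubian goats 31.5%, with the narrowest gap, 46.3% and 43.5%, at a limit of 5%. No background share was taken off these counts, and a gene that crosses the limit in a class adds several combinations at once. On the ligand side granulosa-like nuclei had 10 in Du'an and 20 in Nubian libraries and theca-like nuclei 9 and 28. Common progenitor-like nuclei had 10 in each breed. Pooled by breed the excess turned at 500 UMIs, with 20 in Du'an alone and 9 in Nubian alone, and at a limit of 20%, with 19 and 9, but single libraries at 500 UMIs held 69 and 51 in Du'an and 90 and 86 in Nubian goats, while at 20% they held 54 and 16 in Du'an and 42 and 43 in Nubian goats. Of the functions it lists as lower in Nubian GCs, the WNT and MAPK lists had medians of -0.02 and -0.06 and passed no limit. In smooth muscle cells it lists the response to peptide hormone and the ovulation cycle as lower, and the nearest list tested here, the gonadotropin response, had a median of 0.26. The extracellular matrix list in blood endothelial-like nuclei, which it lists as lower, had a median of 0.25, and from -0.067, without Nubian replicate 1, to 0.28 with a goat left out. The mitochondrial OXPHOS list, which it lists as higher in germ cells, had a median of -0.37 in epithelial-like nuclei, and 0.32 and 0.39 without Du'an replicate 2 or Nubian replicate 2. It concludes that apoptosis is lower in Nubian goats, and the pro-apoptotic list had a median of 0.055 in granulosa-like nuclei.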

Other observations

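The tests of free RNA, of the share of mural-like nuclei and of depth were set before their results were seen, and all the other tests in this part were chosen only after. The 12 nuclear genes of the list that the paper shares between cell types were higher on average in Nubian goats in classes that should lack them. Their median log2 fold change was 1.05 in T- or natural killer-like nuclei and 2.18 in macrophage-like nuclei, with 12 of 12 higher in each, against 1.31 over whole libraries. With a goat left out, medians were computed only for all 14 genes of that list, which include COX2 and ATP6. Without Nubian replicate 1 that median fell to -0.64 in T- or natural killer-like nuclei, so that goat alone sets its sign there. In macrophage-like nuclei it stayed at 0.76 or more with any goat left out. Over the 200 genes most particular to granulosa-like nuclei, the fold change in T- or natural killer-like nuclei rose with that over whole libraries (Spearman's rho of 0.648 across genes, which are not independent replicates), and in macrophage-like nuclei rho was 0.689, while over all other genes it was 0.452 and 0.439. A candidate explanation is free RNA or mixed droplets that carry granulosa RNA into other classes. Over all 4 goats the direction is what it needs. The rise in macrophage-like nuclei, 2.18, exceeds the 1.31 over whole libraries, and whether free RNA can account for that size was not tested. A change of these genes in immune cells themselves is not excluded, and breed or litter size stays untested with 2 goats against 2.

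CYP19A1, SERPINE2 and INHA were higher on average in Nubian granulosa-like nuclei. The mural-like share of these nuclei was 30.5% in Nubian replicate 2, below the 39.7% of Du'an replicate 2, and Du'an replicate 1 had 0.484%. A larger mural-like share in Nubian goats cannot be told apart from a change within the cells, because only 1 Du'an goat had enough mural-like nuclei for a sum, which leaves no spread within that breed. In mural-like sums of Du'an replicate 2 and Nubian replicates 1 and 2, CYP19A1 stood at 2013, 2823 and 4033 CPM, SERPINE2 at 5175, 6056 and 2300 CPM and INHA at 179.9, 291 and 211 CPM. Breed stays open and untested.

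The number of genes called between breeds by DESeq2 rose with the UMI total of the class, with Spearman's rho of 0.658 over 11 classes of the same 4 goats, which are not independent, so no p is given. Depth is therefore a candidate explanation for part of the counts per class. T- or natural killer-like nuclei, with 263 calls from 6483422 UMIs, and common progenitor-like nuclei, with 1 call from 35493857 UMIs, lie off that order, and what sets them apart was not tested.

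COX2, ATP8 and ATP6 were almost absent from Du'an replicate 2, with 127, 0 and 119 UMIs, against 33293, 537 and 62319 in Du'an replicate 1, and COX2 and ATP6 were higher still in the Nubian libraries. A lower depth or mitochondrial share is argued against, since the median of the ratio of Du'an replicate 2 to the mean of the others was 1.42 over the other 10 mitochondrial genes. A loss in some cell classes is argued against too, since COX2 and ATP6 were each under 5% of the lowest other library in 11 of 11 classes. A variant stretch whose reads are lost or counted under a neighbouring gene may lie behind it: the ratio of COX3 to CYTB was 1.90 in that library and 1.51, 1.44 and 1.55 in the others, but a loss of reads without a gain elsewhere cannot be told apart from other sources in count tables. LOC106503154 was absent from the same goat alone, with 0 UMIs against 1371, 1215 and 833, and was chosen after its values were seen.

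ATP6 and COX2 were higher in Nubian T- or natural killer-like and macrophage-like nuclei. Without Du'an replicate 2 the log2 fold change of ATP6 was 0.081 in T- or natural killer-like and 0.21 in macrophage-like nuclei, so the near absence of the gene in that goat likely accounts for the rise there. In granulosa-like nuclei it was 1.29 without that goat, and with a single Du'an goat left this cannot be told apart from a spread between goats. Breed stays untested for ATP6.

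The 9 hub genes varied together across pseudo-cells of all classes. In Du'an replicate 2 and both Nubian replicates a difference between cell classes alone is argued against, since the lowest correlation among sums of granulosa-like nuclei alone was 0.842. In Du'an replicate 1 it was 0.0758, over 8 of the genes and 50 sums, and lay above 99.4% of random lists. Over all 9 genes and 211 sums of the whole granulosa set, which holds common progenitor-like and cycling nuclei too, it was 0.0274 there and lay above only 85.1%. As these values go both ways, a difference between classes alone cannot be told apart from a weak link within the class in that goat. The mix of mural-like and cumulus-like nuclei stays open as the source in the other goats, and was not tested.

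The nuclear OXPHOS list was higher in Nubian T- or natural killer-like nuclei. More cytoplasmic RNA in all Nubian droplets cannot be told apart from a change in the cells. The median of the same list was only 0.11 in granulosa-like nuclei and 0.013 in cycling nuclei, where 23 of 44 genes were higher, but it was 0.60 with 47 of 52 higher in blood endothelial-like, 0.56 with 47 of 56 in macrophage-like and 0.25 with 46 of 55 in smooth muscle-like nuclei. Breed and the state of the immune cells stay open and untested.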
